# Systematic identification of metabolites controlling gene expression in *E. coli*

**DOI:** 10.1038/s41467-019-12474-1

**Published:** 2019-10-02

**Authors:** Martin Lempp, Niklas Farke, Michelle Kuntz, Sven Andreas Freibert, Roland Lill, Hannes Link

**Keywords:** Metabolomics, Transcription, Transcriptomics, Regulatory networks

## Abstract

Metabolism controls gene expression through allosteric interactions between metabolites and transcription factors. These interactions are usually measured with in vitro assays, but there are no methods to identify them at a genome-scale in vivo. Here we show that dynamic transcriptome and metabolome data identify metabolites that control transcription factors in *E. coli*. By switching an *E. coli* culture between starvation and growth, we induce strong metabolite concentration changes and gene expression changes. Using Network Component Analysis we calculate the activities of 209 transcriptional regulators and correlate them with metabolites. This approach captures, for instance, the in vivo kinetics of CRP regulation by cyclic-AMP. By testing correlations between all pairs of transcription factors and metabolites, we predict putative effectors of 71 transcription factors, and validate five interactions in vitro. These results show that combining transcriptomics and metabolomics generates hypotheses about metabolism-transcription interactions that drive transitions between physiological states.

## Abstract (web summary)

Interactions between metabolites and transcription factors are known to control gene expression but analyzing these events at genome-scale is challenging. Here, the authors integrate dynamic metabolome and transcriptome data from *E.coli* to predict regulatory metabolite-transcription factor interactions.

## Introduction

Transcriptional regulation of metabolism is well characterized regarding the canonical flow of genetic information, which considers how transcription modulates the abundance of enzymes, and thereby metabolic flux and metabolites^1–4^. In reverse, metabolites convey information back to the transcription network by directly or indirectly interacting with a transcription factor (TF)^5–9^ (Fig. 1a). In *Escherichia coli*, for example, the amino acid arginine allosterically regulates the activity of ArgR, which is a TF that controls genes involved in arginine biosynthesis, but the total regulon includes more than 400 genes^10^. Allosteric TF regulation allows a cell to tune gene expression depending on its metabolic state and theory shows that this regulation is robust and predictable by models^11^. An important consequence of allosteric TF regulation is that metabolites are not just biomass building blocks but they serve as internal signals with the potential to actively drive transitions between different physiological states.

**Fig. 1:**
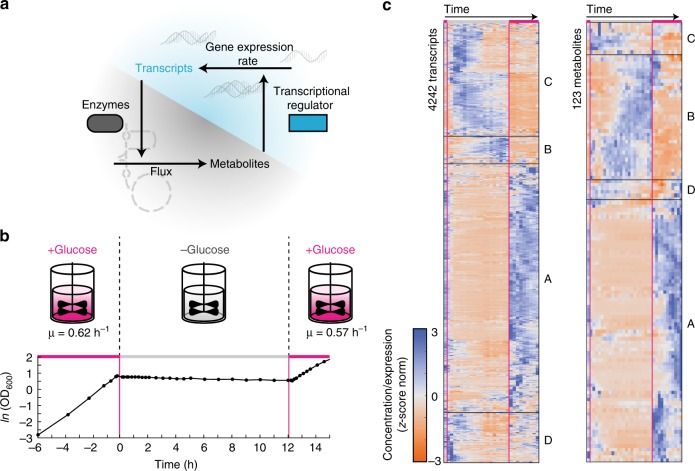
Dynamic metabolomics and transcriptomics during the growth–starvation switch in *E. coli*. **a** Schematic of the mutual feedback between metabolism and transcription. Transcription regulates enzyme levels, which affect flux and metabolite concentrations. Metabolite concentrations regulate gene expression by allosteric interactions with transcriptional regulators. **b** Growth of *E. coli* during the switch between growth, carbon starvation, and back to growth. Cells were cultivated in a 1 L bioreactor on glucose minimal medium to an OD of 2 and then the medium was exchanged to minimal medium without carbon source. After 12 h carbon starvation glucose was added to the culture. μ is the growth rate calculated by linear regression in the first and second growth phase. **c** Dynamic transcriptomics and metabolomics data measured at 29 and 35 time points, respectively. The first measurement was before the switch to starvation, 19 samples were collected during starvation and 9 samples during exit from starvation. Shown are z-score normalized transcript levels (in TPM) of 4242 genes and the z-score normalized concentration of 123 metabolites. Blue indicates high expression/concentration; orange indicates low expression/concentration. Data are grouped by hierarchical clustering and the four largest clusters are indicated as clusters A–D (average cluster dynamics are shown in Supplementary Fig. 2). Source data are provided as a Source Data file

It is largely unexplored which of the many intracellular metabolites interact with TFs^12,13^, yet many transcriptional regulators are expected to bind a small molecule^5^. Currently, a major limitation to fill this gap of knowledge is the lack of methods to identify the most functionally relevant metabolite–TF interactions that control gene expression in vivo. Detection of physical interactions between metabolites with transcriptional regulators is mainly based on in vitro assays, which are low-throughput, feasible for only certain compounds and combinatorial effects cannot be assayed^14^. An alternative approach is to probe protein structural changes with proteomics, which can detect binding of a single metabolite across thousands of proteins in cell extracts, but this approach cannot decipher unspecific binding from interactions that are functional in vivo^15^. An in vivo approach has been proposed, which searches for correlations in metabolomics data and data from fluorescent transcriptional reporters. This method could indeed recover few of the known metabolites that are relevant for gene regulation of central carbon metabolism in *E. coli*^16^.

Here, we measure the *E. coli* transcriptome and metabolome changes during a 20 h dynamic transition, and show that integrating these two data-types generates hypotheses about metabolite–TF interactions that may have functional relevance in vivo. We also construct a metabolite–TF network for *E. coli* from the literature and databases, and show that our approach recovers more than 50% of the interactions in this network that were covered by our data. Moreover, we validate five predicted interactions with in vitro binding assays, i.e. lysine–ArgR, tyrosine–TrpR, glutamate–SgrR, tryptophan–SoxR, and dihydroxyacetone phosphate–DhaR, showing that our methodology generates physiologically meaningful results.

## Results

### Switching *E. coli* between growth and carbon starvation

We used a 1 L bioreactor to switch the culture conditions of *E. coli* between 6 h growth, 12 h carbon starvation, and 2 h growth resumption. First, cells grew on minimal medium with glucose and when the culture reached an optical density (OD) of 2, we transferred cells to minimal medium without carbon source. This rapid medium exchange caused an immediate growth arrest and cells starved for a period of 12 h (Fig. 1b). After 12 h we added again glucose to the culture and within 10 min cells resumed growing exponentially (Fig. 1b). Apart from the fast growth resumption, also oxygen uptake and CO_2_-production increased rapidly upon glucose addition and reached the same rate as before starvation (Supplementary Fig. 1). Thus, physiological parameters like growth and respiration change in a fast and reversible fashion when *E.* *coli* cells enter and exit carbon starvation. Next, we investigated metabolism and transcription during the growth–starvation–growth switch, and measured the concentration of 123 metabolites by LC-MS/MS (Supplementary Fig. 2) and 4242 transcripts by RNA-sequencing (Fig. 1c, Supplementary Data 1 and 2). 

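All RNA came from a single culture of *E. coli* BW25113, so the samples of a time point are repeated draws from that culture and their spread holds no variation between cultures. The data used here covered 55 samples at 29 time points, with 4 samples at t0, 2 samples at each of 23 time points and 1 sample at each of 5 time points (t13, t15, t19, t20 and t24). The second sample of t20 was not analysed here. Ribosomal RNA was depleted and directional libraries were prepared. The authors mapped the reads with the CLC software and deposited raw counts (total gene reads and unique gene reads), RPKM and TPM for each gene and sample, with positions on the chromosome of *E. coli* MG1655. The versions of the software and of the genome sequence, and whether the counting used the strand, are not given in the sources used here. Positions below are those of the deposited tables on this chromosome. Between 3999678 and 6658566 reads per sample were counted on genes, with a median of 5754345 at t0, 5406069 in the starvation phase and 5858069 in the exit phase. Ribosomal RNA genes held between 0.18% and 3.28% of these reads. Of all genes, 4248 had 0 reads in at most 47 samples and were used where TPM were clustered.
Differences between time points were tested on total gene reads with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, in a single fit with a level for each time point. The filter of edgeR for low counts kept 4074 genes and left out 263 genes that had reads. The fit had 26 residual degrees of freedom, and a time point with 1 sample was assumed to vary like the others. The common biological coefficient of variation was 12.3%. Time points were averaged into windows: early starvation (t1 to t5, 10 samples), 4 to 6 h into starvation (t14 to t16, 5 samples), late starvation (t17 to t19, 5 samples), early exit (t20 to t22, 5 samples) and late exit (t26 to t28, 6 samples). At the switch, set here at 6 h of the process, the cells were centrifuged and resuspended in medium without glucose. The t0 samples were taken before this step, so differences between starvation and t0 include any effect of it. Gene levels are given as TMM-normalized counts per 1e6 counts (CPM). On simulated data in which 197 of 3913 genes were changed in late starvation, the fit called 94.4% of them, and 4.6% of all calls were genes that had not been changed. In the real comparison 1751 genes were called lower and 1640 higher. TMM normalization assumes that most genes do not change, which held in the simulation by design, so these rates need not hold for the real data.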

In total, we collected transcriptomics samples at 29 and metabolomics samples at 35 different time points in duplicates from a single bioreactor (Supplementary Data 3), with average errors of 18% for metabolites and 16% for transcripts. 

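The error of a transcript was taken as the SD divided by the mean of its TPM at a time point. Over 100239 pairs of gene and time point, at the 24 time points with 2 or more samples, this error was 20.2% on average. The average of a single time point lay between 14.0% and 24.9%. In 8.7% of the pairs the mean was under 1 TPM, where a few reads set the value. With the pairs limited to a mean of at least 10 TPM, the alternative that moved it most, the average error was 10.9%. Samples of the same time point differed by more than counting error: over 29 pairs of samples, the chi-square per degree of freedom of the counts ran from 2.98 to 91.3 with a median of 15.6. Across genes, which are not independent replicates, the log2 CPM of these pairs had Pearson correlations between 0.983 and 0.995.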

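Change in the starvation phase was tested with edgeR's quasi-likelihood F test of t1 to t19 against t0, and change in the exit phase with the same test of t20 to t28 against t19, which had 1 sample. At an adjusted p under 0.05, 3739 of the 4074 tested genes changed in the starvation phase and 3535 in the exit phase. Neither test called 207 genes, which is 5.08% of those tested. The alternative that moved this share most was leaving out the filter on low counts, with 460 genes (10.6%) not called, since genes with few reads then enter the test. With each sample of a time point with 2 or more samples left out in turn the share stayed between 4.59% and 5.57%. This never left out the only sample of t19, on which every comparison of the exit phase rests. With the mean of t17 and t18 in its place, an alternative added after the data were examined, 3718 genes changed in the exit phase, 3510 of them among the 3535, and 4.17% of the genes changed in neither phase.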

Only 8% of metabolites and 17% of the transcripts did not change significantly in either phase. To explore global dynamics of the metabolome and transcriptome data, we grouped each data set into four clusters (hierarchical clustering, z-score normalized). 

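TPM were averaged over the samples of each time point and z-score normalized for 4248 genes, and a hierarchical clustering with average linkage and Euclidean distance was parted into 4 clusters. The largest cluster held 2836 genes (66.8%), with a mean z-score of 0.98 at t0, -0.58 in late starvation and 0.71 in late exit. The other clusters held 1383, 21 and 8 genes. TPM of a sample add up to a fixed total, so an RNA that takes a larger share lowers the values of all others. The tmRNA gene *ssrA* (b2621, 2755593 to 2755955) held 4.29% ± 0.858 of the gene reads at t0 (SD, n = 4) and 23.2% ± 3.89 in late starvation (SD, n = 5). The gene of the RNase P RNA, *rnpB* (b3123, 3270216 to 3270592), held 3.63% ± 2.58 (SD, n = 4) and 6.98% ± 0.574 (SD, n = 5), where t0 replicate 4 was at 7.50% and the other 3 samples at t0 between 2.27% and 2.44%. In log2 TPM with a pseudocount of 1, the median gene fell by 0.92 from t0 to late starvation, and in log2 CPM with TMM normalization it fell by 0.06. TMM normalization assumes that most genes do not change and so holds this median near 0 by construction. No RNA of known amount was added to the samples, and the data do not settle which scale follows the amount of RNA per cell. When TMM-normalized CPM replaced TPM in the clustering, the largest cluster held 52.0% of 4072 genes and ran the other way, with mean z-scores of -0.74 at t0, 0.39 in late starvation and -0.78 in late exit. In all other settings of the clustering, each of which used TPM, the largest cluster fell in starvation, with 53.6% to 71.2% of the genes. It held 56.1% when *ssrA* and *rnpB* were left out of the TPM, a setting chosen after the data were examined.
In the edgeR fit, 1751 genes were lower and 1640 higher in late starvation than at t0, so that 51.6% of the called genes were lower. With library size alone these counts were 2184 lower and 1161 higher (65.3% lower, median change -0.70), and by limma-trend on log2(TPM + 1) they were 2550 lower and 892 higher (74.1% lower). Changes of single genes are reported relative to the TMM median. Of the tested genes, 1581 (38.8%) were lower in late starvation than at t0 and higher again in late exit, and 1509 were higher and then lower. With library size alone, which moves all genes down in starvation, 1951 genes were lower and then higher and 1108 higher and then lower. Both steps use the libraries of late starvation. In simulated data with late exit set to the level of late starvation, 1797 genes were called lower in late starvation and 5 of them were also called higher in late exit.

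**Figure D1:**
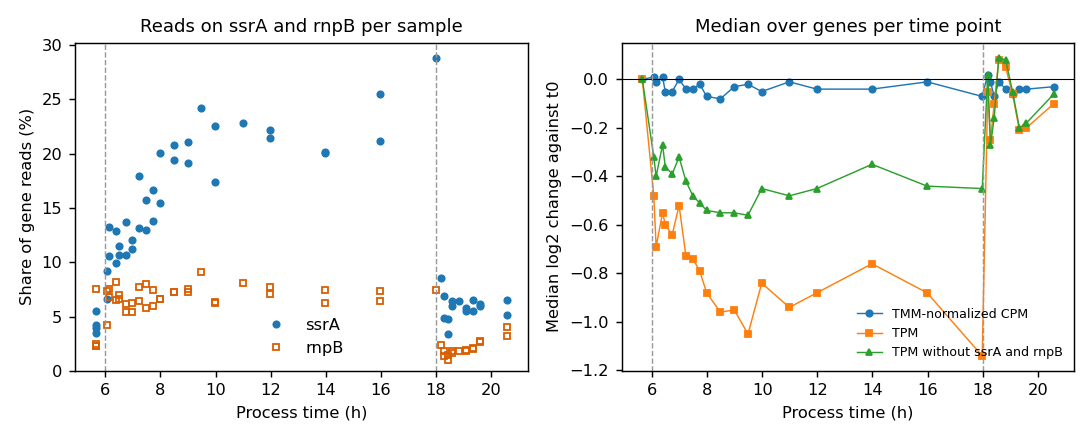
Left, share of gene reads on ssrA (filled circles) and rnpB (open squares) in each sample against process time in h. Right, median log2 change against t0 at each time point over genes for TMM-normalized CPM, TPM and TPM computed without ssrA and rnpB. Dashed lines mark the switch to medium without glucose and the addition of glucose. The share of ssrA is between 3.52% and 5.51% at t0, and the median of TPM falls by 1.14 at t19.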

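The largest changes in late starvation were ranked among genes with a mean of at least 50 counts per sample whose late starvation and t0 samples did not overlap. Over all tested genes, 74.4% had no overlap between these windows, against 1.59% expected by chance. The largest rises were in *yjfN*, *prpB*, *yohC*, *astC* and *ytfT*. The CPM of *yjfN* (b4188, 4416017 to 4416292) went from 2.49 ± 0.697 (SD, n = 4) to 1152 ± 255 (SD, n = 5), a log2 change of 8.87 (standard error 0.23, adjusted p = 1.55e-28 from edgeR's quasi-likelihood test). The log2 changes of *prpB*, *yohC*, *astC* and *ytfT* were 8.60, 8.46, 7.69 and 7.61. The largest falls by fitted log2 change were in *cspB*, *purE*, *pyrB*, *carA* and *guaB*. The cold shock gene *cspB* (b1557, 1641339 to 1641554) had 0 reads in all 5 late starvation samples and between 137 and 416 reads per sample at t0, which is at least 291-fold lower when 3 reads over the window are taken as the limit. Its first place rests on the fitted change of -10.71. The purine synthesis gene *purE* (b0523) had 3 reads in late starvation and 3276 at t0, a ratio of 871 with a 95% interval from 298 to 4220 that covers counting error only. *pyrB* and *carA*, both of pyrimidine synthesis, had log2 changes of -9.39 and -8.62, and *guaB* had -8.28 (standard error 0.26, adjusted p = 4.41e-26 from the same test).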

The clusters showed that the largest group of metabolites (63%) and transcripts (68%) decreased during the starvation phase and increased during the exit-phase (Cluster A, Supplementary Fig. 3). This group included intermediates in glycolysis like fructose-bisphosphate, dihydroxyacetone phosphate, and acetyl-CoA, as well as the nucleotide-triphosphates ATP and GTP (Fig. 2). 

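In the window from 4 to 6 h into starvation (t14 to t16), 1654 genes were higher and 1726 lower than at t0. By limma-trend on log2(TPM + 0.1), 914 genes were higher and 2531 lower, the alternative with the largest move of this split. Of the 1654 genes, 446 (27.0%) were lower again in late starvation than in this window, and with a fold change of at least 2 required for each call this number was 29. The window enters both comparisons, and in simulated data with late starvation set to the level of this window, 1645 genes were called higher and 0 of them were called lower again. The transporter gene *dctA* (b3528, 3682161 to 3683447) had 59.7 CPM ± 4.64 at t0 (SD, n = 4) and 5031 ± 1230 in the window (SD, n = 5), a log2 change of 6.36 (standard error 0.13, adjusted p = 1.79e-31 from edgeR's quasi-likelihood test). The tryptophanase gene *tnaA* (b3708, 3888730 to 3890145) rose from 2.70 CPM ± 1.00 (SD, n = 4) to 133.5 ± 18.3 (SD, n = 5), with a log2 change of 5.64. The osmotic stress gene *osmB* and *clpX*, which encodes a subunit of a protease, had log2 changes of 4.21 and 2.97. The regulator gene *soxR* (b4063, 4277469 to 4277933), with as few as 35 reads in a sample, had a log2 change of 2.72 (standard error 0.14, adjusted p = 2.78e-19 from the same test).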

Another group of metabolites and transcripts accumulated during the first 4–6 h into starvation, such as the amino acids lysine and phenylalanine that originate from degradation of proteins^17^ (Cluster C, Supplementary Fig. 3). Similarly, accumulation of nucleotide derivatives like hypoxanthine was presumably a consequence of RNA degradation (Fig. 2). These data indicate that starving *E. coli* cells catabolize RNA and proteins during the early phase of starvation, an interpretation that is consistent with the relatively high production of CO_2_ in this phase (Supplementary Fig. 1), and also with the expression of genes involved in RNA, protein, and glycogen degradation processes (Supplementary Fig. 4). 

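Genes of these processes were grouped into lists before their values were seen, and 8 lists were tested in 4 comparisons with limma's camera and a preset correlation. Of the 32 tests, 19 passed an adjusted p of 0.05. Of 100 random splits of the same samples, 53 called as many lists as the real one for early starvation. For 4 to 6 h, late starvation and early exit these numbers were 50, 55 and 30. Other splits called up to 1722, 2067, 1840 and 0 genes in the same comparisons. Splits mix samples of both groups and can keep part of their real difference, so they do not decide whether chance gives as many lists. All 19 also passed with fry in the same direction, whereas with a correlation estimated for each list 6 passed, which were those of the CRP-activated genes in all 4 comparisons and of the TrpR-repressed genes 4 to 6 h into starvation and in late starvation. Of the 5 genes of glycogen degradation, 4 were higher in early starvation than at t0 and 0 were lower, also when adjusted over the list alone, with a median log2 change of 1.15 (camera, adjusted p = 0.055). Of the 13 genes of RNA degradation, 3 were higher and 8 lower in early starvation, also when adjusted over the list alone, with a median of -0.87 (camera, adjusted p = 0.0522). In late starvation 4 were higher and 9 lower. Of the 22 genes of protein degradation, 13 were higher and 8 lower in early starvation, also when adjusted over the list alone, with a median of 0.44 (camera, adjusted p = 0.303) that became -0.09 with library size alone. In the window from 4 to 6 h, 10 genes of this list were higher and 10 lower, and its median of -0.14 lay below 0 while its mean stood 0.04 above that of all genes. All 3 genes of glycogen synthesis were higher in early starvation, where the log2 change of 0.55 of *glgB* became -0.14 by limma-trend on log2(TPM + 1). The 54 ribosomal protein genes had a median log2 change of -2.78 in early starvation (camera, adjusted p = 4.62e-15).
The log2 change in early starvation was -4.61 for the RNase II gene *rnb* (b1286, 1346978 to 1348912), which had 877 CPM ± 31.3 at t0 (SD, n = 4) and 60.5 ± 79.7 in early starvation (SD, n = 10; adjusted p = 6.6e-34 from edgeR's quasi-likelihood test). The RNase R gene *rnr* (b4179, 4406654 to 4409095) had 425 CPM ± 22.7 and 1414 ± 371 in the same windows, a log2 change of 1.69. For *pnp*, which encodes polynucleotide phosphorylase, the change was -0.95. The protease subunit gene *clpA* and the peptidase gene *pepT* had changes of 1.96 and 2.61. For the glycogen phosphorylase gene *glgP* (b3428, 3564134 to 3566581) and the debranching enzyme gene *glgX* (b3431, 3569346 to 3571319) the changes were 1.15 (standard error 0.07) and 1.02 (standard error 0.08).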

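The mean log2 CPM of the glycogen degradation genes (*glgP*, *glgX*, *malP*, *malQ* and *malZ*) was compared with that of the RNA and the protein degradation genes within each sample. The difference from the RNA degradation genes was -0.36 ± 0.16 at t0 (SD, n = 4), 1.80 ± 0.30 in early starvation (SD, n = 10) and 0.07 ± 0.18 in the window from 4 to 6 h (SD, n = 5). The difference from the protein degradation genes was -0.56 ± 0.05, 0.26 ± 0.18 and -1.12 ± 0.10 in the same windows. The means of early starvation and of 4 to 6 h lay 1.73 apart for the RNA and 1.38 apart for the protein degradation genes (exact two-sided permutation test, p = 0.000333 for each, the smallest p that its 3003 regroupings allow). In both cases each of the 10 early samples lay above each of the 5 later samples. Between these windows the mean log2 CPM went from 8.55 to 6.87 for glycogen, from 8.29 to 7.99 for protein degradation genes and stayed near 6.76 for RNA degradation genes, so the distances follow the fall of the glycogen list and do not show which list was expressed first. These samples follow each other in 1 culture, so the test covers the samples and not other cultures. Without *malP*, *malQ* and *malZ*, which also serve maltose use, the distance was 0.33 against the RNA degradation genes and -0.02 against the protein degradation genes, where its direction reversed. From 4 to 6 h into starvation, *malP* and *malQ* were below t0 with log2 changes of -2.13 and -1.45. *glgP* and *glgX* had log2 changes of 0.73 and 0.84 there, which became -0.39 and -0.27 by limma-trend on log2(TPM + 1). Among genes that rose by at least 1 on the log2 scale in starvation, 4 of 5 in glycogen degradation, 3 of 13 in RNA degradation and 12 of 22 in protein degradation, the median time to reach 50% of the largest rise was 4 min, 44 min and 4 min after the switch. The first sample was taken at 4 min, so an earlier onset is not seen and medians of 4 min show neither an order nor a tie. Cells were centrifuged and resuspended at the switch, so the minutes since glucose was lost are not known exactly. The last onset was at 9 min in glycogen, 59 min in RNA and 74 min in protein degradation.

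**Figure D2:**
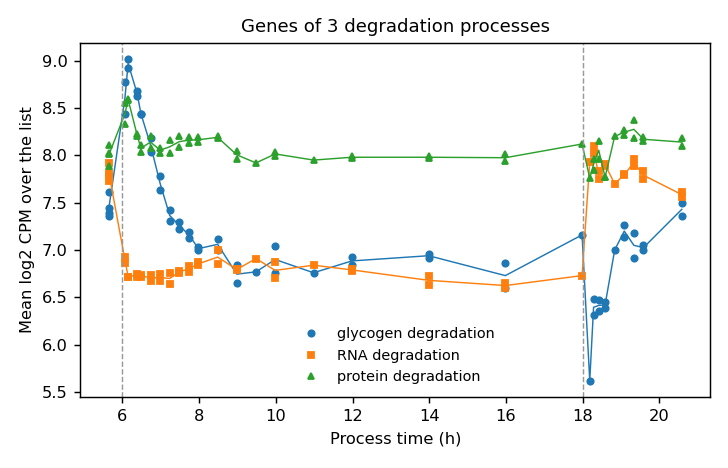
Mean log2 CPM of the genes of glycogen degradation (circles), RNA degradation (squares) and protein degradation (triangles) in each sample against process time in h. Lines join the means of the time points, and dashed lines mark the switch to medium without glucose and the addition of glucose. The glycogen list is at 7.45 at t0 and at 8.55 in early starvation on average.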

Notably, expression of genes in glycogen degradation preceded the expression of genes in RNA and protein degradation (Supplementary Fig. 4), confirming that glycogen functions as short-term energy storage. 

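Return to the level before starvation was tested at the last time point, t28, which was sampled 155 min after glucose was added. By edgeR's quasi-likelihood test of t28 against t0, 3049 of 4074 genes (74.8%) had an adjusted p of 0.05 or more, 429 genes were higher and 596 lower than at t0. A gene that is not called has not been shown to be equal. The t28 libraries decided how many genes were called: 1025 genes with both, 639 without t28 replicate 1 and 593 without t28 replicate 2, which left 1 sample at t28. With each sample left out in turn, the share of genes not called stayed between 73.3% and 85.4%. With the mean of t26 to t28 in place of t28, 781 genes were higher and 1021 lower. The pyrimidine synthesis gene *carA* had a log2 change of -0.15 at t28 (standard error 0.18, adjusted p = 0.606), and *guaB* had -0.24 (standard error 0.19, adjusted p = 0.402, both from edgeR's quasi-likelihood test). The genes *osmB* and *argC* were still above t0, with log2 changes of 1.84 (standard error 0.25, adjusted p = 6.19e-07 from the same test) and 1.08.
Early exit (t20 to t22), 11 to 25 min after glucose was added, was compared with late starvation. In this comparison 1750 genes were higher and 1694 lower, and with library size alone 2074 were higher and 1362 lower (median change 0.06 and 0.57). Over all tested genes, 68% had no overlap between the samples of these windows, against 0.79% expected by chance. The largest rises by fitted log2 change were in *cspB*, *cysJ*, *cysD*, *cysI* and *purE*. From 0 reads in late starvation, *cspB* rose to between 218 and 2510 reads per sample, which is at least 1290-fold higher. The sulfate assimilation gene *cysJ* (b2764, 2890099 to 2891898) rose from 14.3 CPM ± 4.66 to 5139 ± 1490 (SD, n = 5 each), a log2 change of 8.50 (standard error 0.25, adjusted p = 5.27e-27 from edgeR's quasi-likelihood test). For *cysD* and *cysI* the changes were 7.89 and 7.87. The reads of *purE* went from 3 to 1807, a ratio of 397 with a 95% interval from 136 to 1930. The largest falls by fitted log2 change were in *hokD*, *srlA*, *dctA*, *astC* and *astA*. The 21 reads of *hokD* in early exit came from a single sample, against 1343 in late starvation, a ratio of 96.9 with a 95% interval from 63.1 to 157. Its first place rests on the fitted change of -9.38, and by this ratio it fell less than the other 4. The sorbitol uptake gene *srlA* had 7 reads in early exit and 2158 in late starvation, a ratio of 467 with an interval from 226 to 1160. For *dctA* the CPM fell from 5278 ± 387 to 11.6 ± 2.96 (SD, n = 5 each), and the log2 changes of *dctA*, *astC* and *astA* were -8.74, -8.74 and -8.51. In all, 1136 genes were higher in early exit than at t0, of which 312 by at least 2-fold, and 199 of these 312 were not called at t28.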

After switching cells back to glucose, 95% of the metabolites and 78% of transcripts reached the same steady-state levels that they had before the starvation phase. However, for many metabolites and transcripts, it took over 1 h until they reached a steady state, thus indicating extensive regulation during the exit phase.

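A gene was taken to have settled at the first exit time point from which its mean log2 CPM stayed within 1.5-fold of t28. Of the 3535 genes that changed in the exit phase, 1663 (47.0%) settled later than 1 h after glucose was added. The median time was 50 min. By 11 min 16.4% of the genes had settled, by 50 min 53.0% and by 95 min 82.8%, and the other 17.2% were outside this range until t28. This is a description without a test. The tolerance moved the share of genes that took over 1 h most, to 19.9% within a wider range of 2-fold and to 80.1% within the narrower range that was tried. With replicate 1 or replicate 2 left out at every time point, the share was 54.8% and 49.1%. For the 3718 genes that changed in the exit phase against the mean of t17 and t18 in place of t19, it was 47.0%.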

**Fig. 2:**
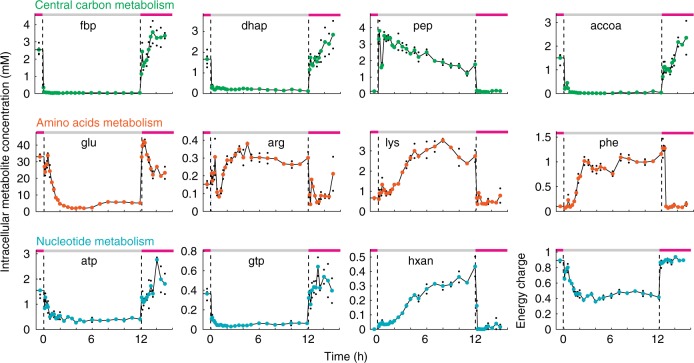
Examples of metabolite concentration changes during the growth–starvation-growth switch. Absolute concentration of metabolites in central carbon metabolism (green), amino acid metabolism (orange), and nucleotide metabolism (blue). The dashed lines indicate the starvation and growth phases. Black dots show concentrations of two replicates per time point (four at the first time point), colored dots are the mean. The energy charge is calculated from the concentration of ATP, ADP, and AMP. fbp fructose-1,6-bisphosphate, dhap dihydroxyacetone phosphate, pep phosphoenolpyruvate, accoa acetyl-coenzyme A, glu glutamate, arg arginine, lys lysine, phe phenylalanine, atp adenosine triphosphate, gtp guanosine triphosphate, hxan hypoxanthine. Source data are provided as a Source Data file

### Integrating metabolomics and transcriptomics data

To identify metabolites that are potential regulators of gene expression during the growth–starvation-growth switch, we searched for correlations between dynamics of metabolites and transcripts. Because metabolites modulate transcription through allosteric TF regulation, we sought to determine the activity of TFs and other regulators like σ^70^ and σ^S^. The relationship between transcriptional regulators and their target genes is well-characterized in *E. coli*, in the form of a transcription regulation network^18^. A well-mapped transcription regulation network allowed us to infer activities of transcriptional regulators from measured gene expression profiles using algorithms like network component analysis (NCA)^19,20^. The NCA algorithm estimates activity profiles of transcriptional regulators, which minimize the error between theoretical and measured gene expression profiles (for 2167 genes that are mapped to 209 transcriptional regulators in the *E. coli* transcription regulation network). In total, we performed 100 searches with the NCA algorithm, each with a different randomized initial condition, such that we obtained means and confidence intervals for activity profiles of the 209 transcriptional regulators (Fig. 3a, Supplementary Data 5). These 209 activity profiles were able to reproduce 75% of the transcript dynamics and were consistent with the expected responses of transcriptional regulators during starvation and growth^21^. For example, σ^70^, the major sigma factor during exponential growth, was deactivated upon entry to starvation, and the stress response regulator σ^S^ was immediately activated (Supplementary Fig. 5).

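These activities were estimated by the authors from TPM, and the values in Supplementary Data 5, on a log10 scale, are the paper's. The paper's activity of σ70 was 1.83 at t0, 1.61 at t1, 1.08 at t2 and 0.16 on average from 4 to 6 h into starvation. Its activity of σ S was -0.03 at t0, 0.16 at t1, 0.65 at t2 and 0.97 from 4 to 6 h. The gene of σ70, *rpoD* (b3067, 3213047 to 3214888), had 645.9 CPM ± 36.4 at t0 (SD, n = 4), 1187 ± 198 in early starvation (SD, n = 10) and 3877 ± 910 in late starvation (SD, n = 5). Its log2 changes against t0 were 0.87 in early and 2.64 in late starvation (standard errors 0.11 and 0.13, adjusted p = 3.02e-09 and 1.79e-20 from edgeR's quasi-likelihood test). By limma-trend on log2(TPM + 1) the early change was 0.15 and was not called. The gene of σ S, *rpoS* (b2741, 2866559 to 2867551), had log2 changes of 1.92 and 1.79 in the same windows (standard errors 0.14 and 0.16). Of 16 genes chosen as dependent on σ S, 14 were higher and 2 lower in early starvation than at t0, also when adjusted over the list alone, with a median log2 change of 1.79 (camera, adjusted p = 9.92e-05). From 4 to 6 h into starvation 14 were higher and 1 lower. The aldehyde dehydrogenase gene *aldB* (b3588, 3754973 to 3756511) rose from 16.9 CPM ± 2.74 at t0 to 3589 ± 1570 in early starvation, a log2 change of 7.53, and *bolA* had a change of 4.77. The catalase gene *katE* was lower from 4 to 6 h into starvation, with a log2 change of -3.48 (standard error 0.14, adjusted p = 1.76e-22 from the same test). In early exit 15 of the 16 genes were lower than in late starvation.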

**Fig. 3:**
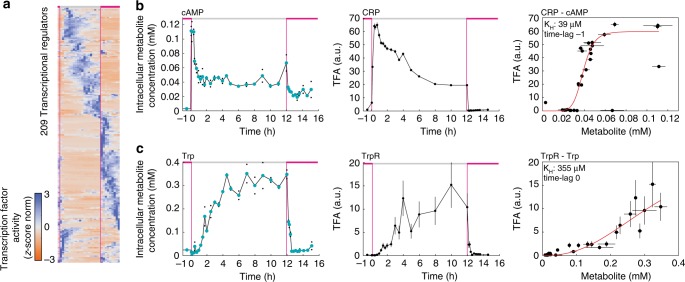
Metabolite levels and transcription factor activities recover regulatory interactions. **a** Z-score normalized activity of 209 transcriptional regulators. Blue indicates high activity; orange indicates low activity. Activity was estimated from the transcriptome data with network component analysis (NCA). **b** Dynamics of cyclic-AMP concentration (left) and CRP activity (middle) during the growth–starvation-growth switch. Correlation of cyclic-AMP and CRP activity (right). The red line is the best fit of a Hill function (*K*_H_ = 39 µM). The correlation is shown with a time-lag of one data point to account for a time-delay between activity changes of CRP and changes in gene expression. **c** Same correlation analysis as in (**b**) for tryptophan (Trp) and the activity of TrpR, the repressor of the tryptophan operon. For cAMP and tryptophan, black dots show two replicates per time point, and colored dots are the mean. Error bars of transcription factor activity indicate the 95% confidence interval of *n* = 100 randomized estimates with NCA. Source data are provided as a Source Data file

Allosteric regulation of a TF by a metabolite is often described by Hill-type kinetics^11^, which assumes a sigmoidal relationship between TF activity and the concentration of an effector metabolite. In a canonical example of this regulation, the secondary messenger cyclic-AMP activates CRP, which is a global TF in *E.* *coli*^22,23^. On the basis of Hill kinetics, we tested how well the measured cyclic-AMP concentration predicts the activity profile of CRP (Fig. 3b). Cyclic-AMP and CRP activity revealed indeed a Hill-type relationship with an activation constant (*K*_H_) of 39 µM, which is very close to the in vitro determined value of 27 µM^23^. Thus in vivo metabolite and transcript data identifies the existence of the known interaction between cyclic-AMP and CRP, and additionally captures the underlying kinetics of allosteric TF regulation. 

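Behind the estimate of CRP activity are the transcripts of its target genes. Of 22 genes chosen as activated by CRP, 22 were higher in early starvation than at t0 and 0 were lower, also when adjusted over the list alone, with a median log2 change of 5.38 (camera, adjusted p = 1.11e-11). In late starvation 19 were higher and 3 lower, and in early exit 21 were lower than in late starvation. The smallest rise of the list was in *rbsA*, with a log2 change of 1.78, and the largest was in *lsrA* (b1513, 1601490 to 1603025), which rose from 3.46 CPM ± 0.922 at t0 (SD, n = 4) to 3841 ± 3010 (SD, n = 10), a log2 change of 9.43. The acetyl-CoA synthetase gene *acs* (b4069, 4285413 to 4287371) rose from 128.9 CPM ± 13.0 (SD, n = 4) to 15250 ± 6680 (SD, n = 10), a log2 change of 6.62 (standard error 0.12, adjusted p = 4.44e-33 from edgeR's quasi-likelihood test). The maltose-binding protein gene *malE* (b4034, 4245229 to 4246419) had a log2 change of 5.40 in early starvation and of -4.59 from 4 to 6 h into starvation. The gene of CRP, *crp* (b3357, 3486120 to 3486752), had a log2 change of -0.05 in early starvation (standard error 0.07, adjusted p = 0.488 from edgeR's quasi-likelihood test), which became -0.59 and was called with library size alone, and was also called without t0 replicate 4 (-0.14). The adenylate cyclase gene *cyaA* (b3806, 3991153 to 3993699) fell by 1.36 on the log2 scale in early starvation. In late starvation its log2 change was 0.93, which became -0.20 by limma-trend on log2(TPM + 1). In the paper's values, the mean cyclic-AMP concentration was 31.0 ± 8.6 times that at t0 in early starvation (SD, 10 samples). From 4 to 6 h it was 13.7 ± 2.1 times that at t0 (SD, 8 samples). The paper's activity of CRP was 0.0 at t0, 0.80 at t1 and 1.55 in early starvation on average. From the Hill-type relationship between cyclic-AMP and this activity, the paper concludes that transcript and metabolite data identify the known interaction.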

Another well-known metabolite–TF pair is tryptophan and the repressor of the tryptophan operon (TrpR), which also showed Hill-type kinetics, and the in vivo *K*_H_ of 355 µM was again relatively close to the in vitro value of 160 µM^24^ (Fig. 3c).

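Of 9 genes chosen as repressed by TrpR, 5 were higher and 3 lower in early starvation than at t0, also when adjusted over the list alone. Their median log2 change of 0.25 and their mean of -0.39 had opposite signs (camera, adjusted p = 0.823), and with library size alone the median was -0.29. From 4 to 6 h into starvation all 9 were lower, with a median of -3.09 (camera, adjusted p = 0.000114), and in early exit 8 were higher and 1 lower than in late starvation. The first gene of the tryptophan operon, *trpE* (b1264, 1321384 to 1322946), had 330.9 CPM ± 50.3 at t0 (SD, n = 4) and 750.7 ± 723 in early starvation (SD, n = 10). This log2 change of 0.45 (standard error 0.10, adjusted p = 0.00018 from edgeR's quasi-likelihood test) became -0.08 with library size alone and -0.25 by limma-trend on log2(TPM + 1). From 4 to 6 h into starvation *trpE* had 2.96 CPM ± 0.973 (SD, n = 5), a log2 change of -6.77 (standard error 0.19), and in early exit it rose by 3.82. The genes *aroH* and *aroL* were lower in both windows, with log2 changes of -3.29 and -2.29 in early starvation and of -2.83 and -4.50 from 4 to 6 h. The repressor gene *trpR* (b4393, 4632760 to 4633086), with as few as 5 reads in a sample, had a log2 change of 0.79 in early starvation, which was 0.08 and not called by limma-trend on log2(TPM + 1), and of -2.94 from 4 to 6 h. In the paper's values, the tryptophan concentration was 0.736 ± 0.60 times that at t0 in early starvation (SD, 10 samples) and 11.9 ± 1.5 times that at t0 from 4 to 6 h (SD, 8 samples), and the activity of TrpR went from -0.98 to 0.92 between these windows.

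**Figure D3:**
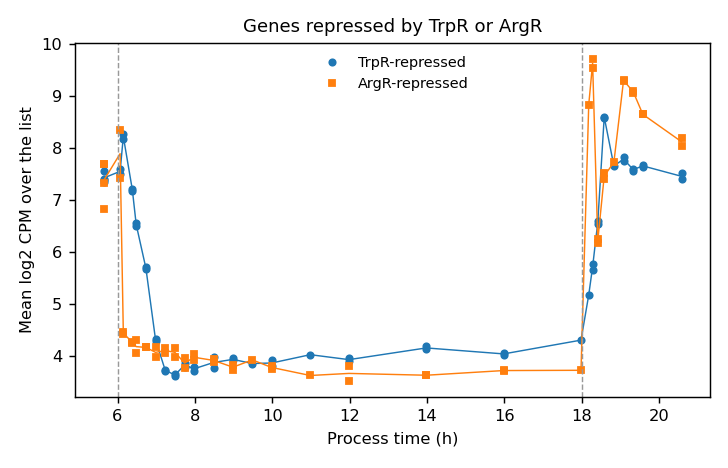
Mean log2 CPM of the genes repressed by TrpR (circles) and by ArgR (squares) in each sample against process time in h. Lines join the means of the time points, and dashed lines mark the switch to medium without glucose and the addition of glucose. The TrpR list is at 7.43 at t0, 7.04 in early starvation and 3.93 from 4 to 6 h on average.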

Next, we wondered how many of the known metabolite–TF interactions are covered by our data, and whether they show a Hill-type relationship. Therefore, we first constructed a “literature network” of known metabolite–TF interactions by mining RegulonDB^18^, the EcoCyc database^25^ and the Allosteric Database^26^. This literature metabolite–TF network included in total 134 interactions between 87 TFs and 106 metabolites (Supplementary Fig. 6). 41% of the interactions are activating, 38% inhibiting and for 21% it is not known whether the metabolite inhibits or activates the TF. Our data covered interactions for 21 out of the 87 TFs, and 12 of them correlated with at least one of the known regulatory metabolites (Fig. 4a, Pearson’s correlation coefficient *R*² > 0.75). Thus, our data recovered known interactions in more than 50% of the cases, and in each of these cases the correlation correctly reflected, whether the metabolite activates or inhibits the TF. In case of NadR and ExuR, our data suggests that they are inhibited by ATP and lysine, respectively.

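NadR represses genes of NAD synthesis, and all 3 of its target genes tested were lower than at t0 in early, 4 to 6 h and late starvation, also when adjusted over the list alone. In early starvation the log2 changes were -1.60 for *nadA*, -3.43 for *nadB* (b2574, 2710420 to 2712042) and -3.26 for *pncB* (b0931, 989154 to 990356). The CPM of *pncB* went from 494.4 ± 9.51 (SD, n = 4) to 52.1 ± 8.74 (SD, n = 10; adjusted p = 4.36e-32 from edgeR's quasi-likelihood test). In early exit *nadB* rose by 2.57 on the log2 scale from late starvation, and at t28 it was 1.03 above t0. The gene *nadR* had a log2 change of 1.22 in early starvation. The paper gives an activity of NadR of -1.09 at t0 and 0.49 from 4 to 6 h into starvation, and ATP was at 0.577 ± 0.19 of its concentration at t0 in early starvation (SD, 10 samples) and at 0.217 ± 0.047 from 4 to 6 h (SD, 8 samples).
ExuR represses genes of hexuronate uptake and use. All 6 target genes tested were higher than at t0 in early, 4 to 6 h and late starvation, also when adjusted over the list alone, with a median log2 change of 2.04, 2.40 and 3.08. The transporter gene *exuT* (b3093, 3245224 to 3246522) went from 15.0 CPM ± 1.55 at t0 (SD, n = 4) to 334.6 ± 31.1 in late starvation (SD, n = 5), a log2 change of 4.46 (standard error 0.11, adjusted p = 1.2e-29 from edgeR's quasi-likelihood test). In early exit it was lower again, by -4.95 on the log2 scale. The log2 change in late starvation was 2.32 for *uxuB* and 2.01 for the repressor gene *exuR*. For ExuR the activity in the paper was 1.48 at t0 and -1.17 in late starvation, and lysine was at 4.68 ± 0.70 times its concentration at t0 in late starvation (SD, 6 samples, up to 15.98 h of the process).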

**Fig. 4:**
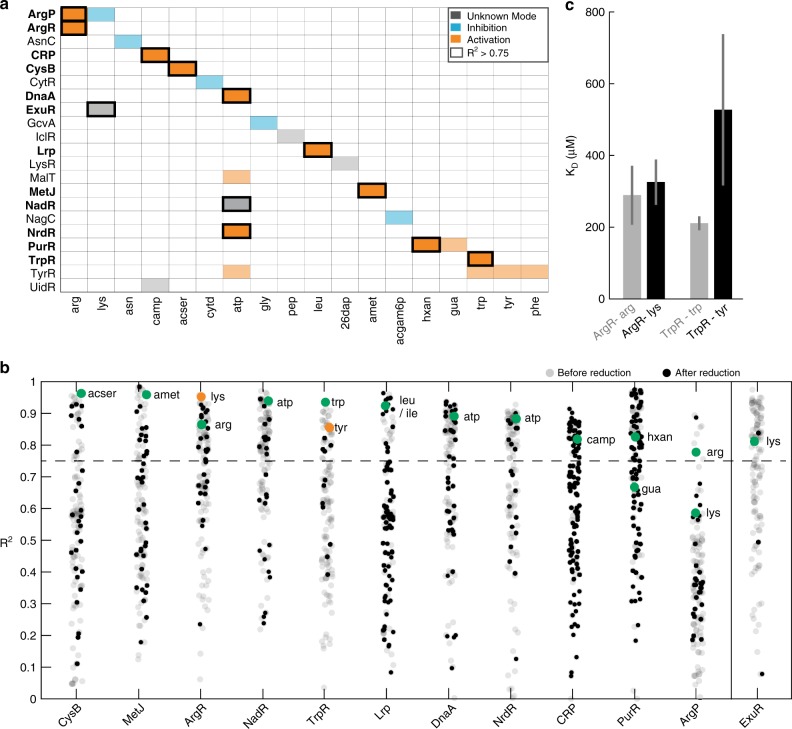
Identification and validation of known metabolite-transcription factor interactions. **a** Metabolite–TF interactions that are described in the literature and covered by the metabolome data in Fig. 1c and the TF activities in Fig. 3a. Shown are 21 transcription factors (rows) and their respective effector metabolites (columns). Orange indicates an activation of the TF by the metabolite, blue indicates an inhibition, and gray indicates that the mode is unknown. Metabolite–TF pairs that show Hill-type kinetics in the metabolome and transcriptome data (*R*² > 0.75) are indicated with a box. **b** Correlation coefficients of 12 transcription factors, which had activity profiles that correlated with at least one of the known effector metabolites (green dots). Gray and black dots are correlation coefficients with all other 123 measured metabolites. Black dots are metabolites that fulfill the distance criterion (same metabolic subsystem or product/substrate of a target-gene). Gray dots are metabolites that are rejected by the distance criterion. For ExuR the distance criterion excluded the known effector lysine. Lysine and tyrosine are indicated in orange for ArgR and TrpR. **c** In vitro measured dissociation constants (*K*_D_) of ArgR and TrpR with the known effectors (arginine and tryptophan) and the predicted additional effectors (lysine and tyrosine). Binding was measured with His-tag purified ArgR and TrpR using micro scale thermophoresis (MST). Error bars show the 95% confidence interval of *K*_D_ estimates, which are based on fitting *n* = 9 MST assays (proteins purified three times, each measured in three MST assays). MST data are shown Supplementary Fig. 9. arg arginine, lys lysine, asn aspartate, acser O-acetyl-Serine, cytd Cytidine, atp adenosine triphosphate, gly glycine, pep phosphoenolpyruvate, leu leucine, 26dap diaminopimelic acid, amet S-adenosylmethionine, acgam6p N-acetyl-glucosamine phosphate, hxan hypoxanthine, gua guanine, trp tryptophan, tyr tyrosine, phe phenylalanine. Source data are provided as a Source Data file

### Mapping metabolism-transcription interactions systematically

A problem of the correlation analysis was that several metabolites correlated with the activity of a TF, resulting in many false positives (Fig. 4b). The large number of false positives is mainly caused by metabolites that have similar dynamics. The same problem was previously reported for a multi-omics analysis of yeast metabolism, which searched for correlations between metabolites and fluxes^27^. In this study, correlations between metabolites caused also many false positives, and including prior knowledge about metabolic flux regulation solved the problem. Here, we could not adapt such an approach, due to the limited information about allosteric TF regulation. Instead, we reduced the number of putative interactions by using a distance criterion for metabolites and TFs: metabolite–TF pairs were only considered, if at least one target-gene of the TF encodes an enzyme that participates in the same metabolic subsystem as the metabolite or if the metabolite is a substrate or a product. The hypothesis behind this distance criterion is that metabolites are more likely to regulate genes that are involved in their own biosynthesis. This assumption is supported by a recent study in cancer cells, which showed that metabolite-gene pairs have a higher correlation when they are close in the metabolic network^28^. We observed a similar proximity of metabolite–TF interactions in our literature network, because more than 80% of these interactions have a small distance in the *E. coli* genome-scale metabolic model^29^ (Supplementary Fig. 6). We then applied the distance criterion to our data and only considered metabolite–TF pairs that fulfilled the distance criterion (black dots in Fig. 4b). For the 12 known metabolite–TF interactions that showed a Hill-type relationship, 11 fulfilled the distance criterion, and only the interaction between ExuR and lysine was rejected. The advantage of the distance filter was that it reduced the number of highly correlating metabolites from an average of 34 metabolites per TF to an average of 9 (Fig. 4b).

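Of 13 genes chosen as repressed by ArgR, 11 were lower and 2 higher in early starvation than at t0, also when adjusted over the list alone, with a median log2 change of -2.39 (camera, adjusted p = 0.0049). From 4 to 6 h into starvation 12 were lower and 1 higher, with a median of -3.07, and in early exit all 13 were higher than in late starvation. In late exit 12 of them stood above t0. The gene *argC* (b3958, 4155001 to 4156005) had 117.2 CPM ± 45.5 at t0 (SD, n = 4) and 3.05 ± 1.51 from 4 to 6 h (SD, n = 5), a log2 change of -5.39 (standard error 0.28, adjusted p = 1.66e-19 from edgeR's quasi-likelihood test). It rose by 6.79 in early exit, and the arginine-binding protein gene *artJ* rose by 6.93 there. The log2 change of *carA* (b0032, 29651 to 30799) in early starvation was -7.36. The gene *argE* (b3957, 4153696 to 4154847) had a log2 change of 0.38 in early starvation, which became -0.16 with library size alone and -0.32 by limma-trend on log2(TPM + 1). The regulator gene *argR* was lower in early starvation, with a log2 change of -0.85, and higher from 4 to 6 h, with a change of 0.83 that became -0.26 by limma-trend on log2(TPM + 1). In the paper's values the activity of ArgR was -0.90 at t0, -0.82 at t1, -0.87 at t2, -0.32 on average in early starvation and 0.56 from 4 to 6 h. The mean log2 CPM of the 13 genes was 7.39 at t0, 7.43 and 8.36 in the t1 samples and 4.46 and 4.43 in the t2 samples. At t2 these genes had thus fallen while the activity, which rests on the paper's own set of targets, was near its value at t0. The concentrations of arginine, lysine and tyrosine from 4 to 6 h were 2.11 ± 0.30, 4.29 ± 0.52 and 12.0 ± 1.7 times those at t0 (SD, 8 samples each).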

Among the false positives that remained after the distance filter were lysine–ArgR and tyrosine–TrpR (orange dots in Fig. 4b). Because lysine and tyrosine share structural similarity with the known allosteric effectors (arginine for ArgR and tryptophan for TrpR), we tested if lysine and tyrosine are additional and previously unidentified regulators of ArgR and TrpR. Therefore, we purified the two TFs and tested binding of lysine and tyrosine in vitro using micro-scale thermophoresis (MST). The in vitro MST assays showed indeed binding of lysine and tyrosine to ArgR and TrpR, respectively, thus validating the in vivo prediction (Fig. 4c, Supplementary Fig. 9). The in vitro assays also confirmed the known arginine–ArgR and tryptophan–TrpR interactions (Fig. 4c, Supplementary Fig. 9). Because ArgR regulates essential steps in lysine biosynthesis, as well as two lysine transporters, the physiological function of the lysine–ArgR interaction is presumably a metabolic feedback that inhibits lysine production and import when lysine is abundant^30,31^. In case of TrpR, previous studies showed that deletion of TrpR, affects expression of *tyrA* in the tyrosine biosynthesis pathway^32^. Here, we show that also tyrosine is linked to TrpR, and the crosstalk between the two aromatic amino acids could potentially coordinate their biosynthesis.

Finally, we tested if we can generate hypotheses about the existence of metabolite–TF interactions in an unbiased fashion by fitting Hill functions to all pairs of metabolites and TFs. We first reduced the number of TFs from 209 to 125 by excluding: (i) TFs that followed simple on-off-on dynamics, (ii) TFs with poor estimates of activity profiles (confidence interval >100%), and (iii) TFs that are part of two-component systems (these regulators are more likely modulated by external signals rather than internal metabolites). The remaining 125 TFs and 123 metabolites resulted in 15,375 metabolite–TF pairs, for which we tested if they show a Hill-type relationship. A total of 3067 metabolite–TF pairs (20%) showed a Hill type relationship (*R*² > 0.75 Supplementary Data 6), and by applying again the distance criterion we reduced this number to 513, which we considered as putative metabolite–TF interactions (Supplementary Figs. 7,  8 and Supplementary Data 7).

The putative 513 interactions included 71 TFs, and we focused on the 30 TFs that correlated only with one or two metabolites (Supplementary Data 7). The resulting network shows mostly interactions of TFs with metabolites from amino acid and nucleotide metabolism but also with intermediates in carbon and cofactor metabolism (Fig. 5a). We purified three of the identified TFs to test if they bind the predicted metabolite. In vitro MST assays validated that SoxR binds tryptophan, SgrR binds glutamate, and DhaR binds the glycolysis intermediate dihydroxyacetone phosphate (DHAP) (Fig. 5b, Supplementary Fig. 9). SoxR is known to activate the expression of *aroF* and *tyrA*, which encode enzymes catalyzing the first step in the biosynthesis of all aromatic amino acids (*aroF*) and the tyrosine branch (*tyrA*)^33^. 

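The transcripts of *aroF* (b2601, 2740080 to 2741150) and *tyrA* (b2600, 2738948 to 2740069), which lie next to each other on the same strand, were lower in starvation than at t0. In late starvation *aroF* had 173.8 CPM ± 24.1 (SD, n = 5) against 510.5 ± 62.9 at t0 (SD, n = 4), a log2 change of -1.53 (standard error 0.10, adjusted p = 1.51e-16 from edgeR's quasi-likelihood test). For *tyrA* the log2 change was -1.42 (standard error 0.11). In early starvation the changes were -1.24 and -1.48, with a spread of 415.5 CPM ± 602 for *aroF* (SD, n = 10). The gene *soxS*, which SoxR also activates, was higher than at t0 in early and late starvation, with log2 changes of 1.20 and 1.80. The SoxR activity given in the paper was -0.16 at t0, 0.01 at t1, 0.69 at t2, -0.01 on average in early starvation and -0.79 from 4 to 6 h into starvation.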

By binding tryptophan, SoxR could be part of a feedback regulation circuit in aromatic amino acid biosynthesis, which reduces expression of *aroF* and *tyrA* when tryptophan levels are high. SgrR activates *alaC* that encodes a transaminase that converts glutamate and pyruvate to alpha-ketoglutarate and alanine^34^. This transaminase accounts, together with a corresponding isoenzyme, for 90% of the catalytic activity for biosynthesis of alanine in *E. coli*^35^. As our in vivo data show an inhibition of SgrR by glutamate, low glutamate levels would upregulate *alaC*. 

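In early starvation *alaC* (b2379, 2497057 to 2498295) had 118.8 CPM ± 70.5 (SD, n = 10) against 92.5 ± 6.49 at t0 (SD, n = 4), a log2 change of 0.17 (standard error 0.09, adjusted p = 0.0609 from edgeR's quasi-likelihood test), which was called higher without t0 replicate 4 (0.21), t1 replicate 1 (0.19), t4 replicate 1 (0.22) or t14 replicate 2 (0.17), and with ribosomal and transfer RNA genes left out (0.18). In late starvation the log2 change was 0.25 (standard error 0.10, adjusted p = 0.0178 from the same test), and it was 0.22 and not called without t0 replicate 3 or without t17 replicate 2. Both directions depended on the scale: with library size alone the changes were -0.36 in early and -0.39 in late starvation, and by limma-trend on log2(TPM + 1) they were -0.53 and -0.87. In early exit *alaC* was higher than in late starvation, by 2.10 on the log2 scale. The gene of the isoenzyme, *alaA* (b2290, 2407561 to 2408778), was lower in early starvation with a log2 change of -1.87, and *avtA*, which encodes another transaminase that makes alanine, was lower in late starvation with a change of -3.07. Of the 3 SgrR target genes tested (*alaC*, *setA* and *sgrS*), 0 were called in either direction from 4 to 6 h into starvation, also when adjusted over the list alone. In early starvation 1 was higher (*sgrS*, with a log2 change of 0.98) and in late starvation 1 was higher (*alaC*), and 0 were lower in both windows. The regulator gene *sgrR* had log2 changes of -0.26 in early and -0.85 in late starvation, the first of which was -0.14 and not called without t0 replicate 2. In the paper's values the activity of SgrR was 0.56 at t0 and 1.83 from 4 to 6 h, where glutamate was at 0.0671 ± 0.0082 of its concentration at t0 (SD, 8 samples).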

Because low glutamate level brings the transamination reaction closer to thermodynamic equilibrium, an accompanying upregulation of *alaC* might provide the necessary enzymatic capacity^36^. The last new interaction is DhaR and DHAP, a regulator of dihydroxyacetone kinases, which seems to activate in response to increasing DHAP levels^37^. 

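The genes *dhaK*, *dhaL* and *dhaM* of the dihydroxyacetone kinase were all lower than at t0 in early, 4 to 6 h and late starvation, also when adjusted over the list alone. In early starvation their log2 changes were -1.20, -0.67 and -0.64. In late starvation *dhaK* (b1200, 1249768 to 1250838) had 40.7 CPM ± 5.91 (SD, n = 5) against 207.7 ± 8.52 at t0 (SD, n = 4), a log2 change of -2.31 (standard error 0.12, adjusted p = 5.36e-19 from edgeR's quasi-likelihood test), and *dhaM* (b1198, 1247696 to 1249114) had a change of -0.37 (standard error 0.10). The regulator gene *dhaR* (b1201, 1251066 to 1252985), with as few as 69 reads in a sample, had a change of -0.84 in late starvation. In late exit all 3 target genes stood above t0, with a median log2 change of 0.67. For DhaR the paper's activity was 0.64 at t0, -1.33 from 4 to 6 h into starvation and 1.01 in late exit, and dihydroxyacetone phosphate was at 0.155 ± 0.048 of its concentration at t0 in early starvation (SD, 10 samples) and at 0.137 ± 0.020 from 4 to 6 h (SD, 8 samples).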

As DhaR activates the dihydroxyacetone kinases, the interaction could be part of a positive feedback loop.

**Fig. 5:**
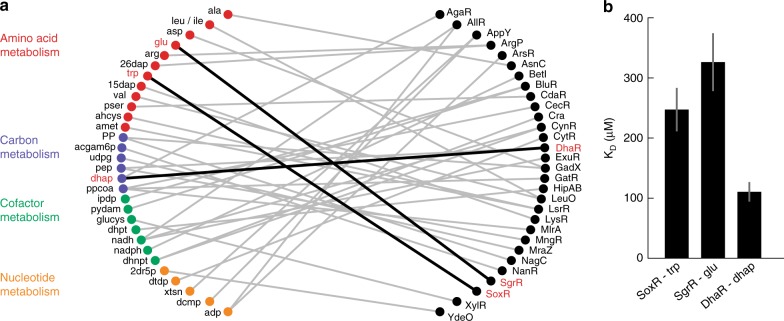
Identification and validation of new metabolite-transcription factor interactions. **a** Network of potentially new interactions between transcription factors and metabolites. Shown are 30 transcription factors that correlated with one or maximal two metabolites (only metabolites that fulfill the distance criterion). Metabolites are colored according to the subsystems of amino acid metabolism (red), carbon metabolism (purple), cofactor metabolism (green) or nucleotide metabolism (yellow). Connections in bold black highlight new interactions that are validated in vitro. **b** In vitro measured *K*_D_ values of the new interactions indicated in bold in (**a**). Binding was measured with His-tag purified SoxR, SgrR, and DhaR using micro scale thermophoresis (MST). Error bars show the 95% confidence intervals of *K*_D_ estimates, which are based on fitting *n* = 9 MST assays (proteins purified three times, each measured in three MST assays). MST data are shown Supplementary Fig. 9. ala alanine, leu/ile leucine/isoleucine, asp aspartate, glu glutamate, arg arginine, 26dap diaminopimelic acid, trp tryptophan, 15-dap 1,5-diaminopimelate, val valine, pser 3-phosphoserine, ahcys S-adenosylhomocysteine, amet S-adenosylmethionine, PP pentose phosphate, acgam6p N-acetyl-D-glucosamine-P, udpg UDP-glucose, pep phosphoenolpyruvate, dhap dihydroxyacetone phosphate, ppcoa propionyl-coenzyme A, ipdp isopentenyl diphosphate, pydam pyridoxamine, glucys gamma-glutamyl-cysteine, dhpt dihydropteroate, nadh nicotinamide adenine dinucleotide (reduced), nadph nicotinamide adenine dinucleotide phosphate (reduced), dhnpt dihydroneopterin, 2dr5p deoxyribose phosphate, dtdp thymidine diphosphate, xtsn xanthosine, dcmp deoxycytidine monophosphate, adp adenosine diphosphate. Source data are provided as a Source Data file

## Discussion

In conclusion, data of the *E. coli* transcriptome and metabolome during a 20 h starvation–growth–starvation switch generated hypotheses about potential interactions between metabolites and TFs. The scale of this approach is the biggest advantage, because it allows pair-wise testing of all TFs against all metabolites. Here, we provided a first proof-of-principle that the combination of transcriptomics and metabolomics has a great potential to identify metabolite–TF interactions at a metabolism-wide scale. To this end, we showed that many of the known metabolite–TF interactions were reflected by our data (e.g., cyclic AMP-CRP), and, therefore, that metabolite and gene expression data contain the information that is necessary to reconstruct metabolic-genetic networks. Moreover, we could validate five of the predicted metabolite–TF interactions with in vitro assays (lysine–ArgR, tyrosine–TrpR, glutamate–SgrR, tryptophan–SoxR and dihydroxyacetone phosphate–DhaR).

In our analysis, we excluded two-component systems, because they are likely responsive to external metabolites. By measuring the exo-metabolome it should be possible to identify effectors of two-component systems with the method proposed in this study. We also excluded TFs with poor estimates of activity profiles, and to include these TFs one could probe their activities with fluorescent transcriptional reporters as recently suggested^16^. Accurate information about TF activities was important for our approach because it allowed pairwise testing of Hill-type relationships between TF activities and metabolites. Here, we inferred TF activities with the NCA algorithm that requires a well-mapped transcription regulation network. While the transcription regulation network is known in *E. coli*, it is unknown for most other organisms. To overcome the need for a known transcription regulation network, the TF activities could be inferred from the transcriptome data directly without using prior knowledge about the transcription regulation network. Previous studies showed for example that machine learning methods can infer TF activities in *E. coli* based on transcriptomics data^38^, and inference of regulatory metabolites with such methods was also suggested^39^. Future approaches could even consider determining TF activities and regulatory metabolites simultaneously.

The main limitation in our study was that many metabolites showed similar dynamics, which in turn caused false positive predictions of metabolite–TF interactions. The high correlation among metabolites could be a general problem in metabolomics-based inference approaches^27^. A solution for this problem is to enforce more specific metabolite concentration changes by localized perturbations of metabolism, for example by disturbing single enzymes. We anticipate that the transcriptome and metabolome of hundreds of locally perturbed metabolic states would provide sufficient information to faithfully map metabolite–TF interactions of an organism. An effective perturbation method is CRISPR interference, because of its potential to interfere with the expression of every enzyme of an organism.

A complete map of metabolite–TF interactions would advance our knowledge about the dynamic nature of metabolic regulation and enable the construction of dynamic metabolic models. Here, we focused mainly on interactions that are part of metabolic-genetic feedback circuits, because we considered the distance between TFs and metabolites. However, metabolites will not only affect the transcription of genes encoding enzymes, but also affect genes involved in various other physiological processes. Understanding these long-ranging metabolite–TF interactions would dramatically increase our understanding about how metabolism drives physiological responses, e.g. to oxidative stress^40^ or antibiotics^41^. Finally, there is the possibility to exploit the knowledge about metabolite–TF interactions to engineer better strains for biotechnology, e.g. by designing genetic-metabolic feedback that acts as valves in production strains^42^ or growth switches^43^.

## Methods

### Strains and cultivation

*E. coli* BW25113 (parent strain for the Keio Collection, CGSC#: 7636) was cultivated in 1 L bioreactor with 500 mL of M9 minimal medium containing 5 g L^−1^ glucose to an optical density at 600 nm (OD) of 2. Then the culture was centrifuged at 37 °C and 1800 × *g* for 5 min Pelleted cells were resuspended in M9 medium at 37 °C without glucose and transferred back to the bioreactor. After 12 h, the culture was supplemented glucose to a final concertation of 5 g L ^−1^ glucose. The M9 minimal medium consisted of the following components (per liter): 6 g Na_2_HPO_4_ · 2 H_2_O, 3 g KH_2_PO_4_, 1.5 g (NH_4_)_2_SO_4_, 0.5 g NaCl. The following components were sterilized separately and then added to the medium (final concentrations): 0.1 mM CaCl_2_, 1 mM MgSO_4_, 60 µM FeCl_3_, 2.8 µM thiamine-HCl, and 10 mL trace salt solution. The trace salt solution contained (per liter) 180 mg ZnSO_4_ · 7 H_2_O, 120 mg CuCl_2_ · 2 H_2_O, 120 mg MnSO_4_· H_2_O, 180 mg CoCl_2_ · 6 H_2_O. The dissolved oxygen in the bioreactor was kept at 30% and pH 7 was controlled with 5 M NH_4_OH and 20% H_3_PO_4_. The bioreactor was a BioFlo115 bioprocess system (Eppendorf, Hamburg, Germany), equipped with a pH-sensor (Mettler Toledo, Colombus, OH) and a DO-sensor (Mettler Toledo, Colombus, OH). Exhaust gas of the cultivation was analyzed by a DASGIP GasAnalyser (Eppendorf, Hamburg, Germany). The GasAnalyser was calibrated with two-point-calibration prior to the cultivation. The bioreactor cultivation was monitored with the BioCommand-Software (Eppendorf, Hamburg, Germany).

### Metabolomics

For metabolomics 1 mL culture aliquots were vacuum-filtered on a 0.45 µm pore size filter (HVLP02500, Merck Millipore). Filters were immediately transferred into 40:40:20 (v-%) acetonitrile/methanol/water at −20 °C for extraction. Extracts were centrifuged for 15 min at 11,000 × g at −9 °C. Centrifuged extracts were mixed with ^13^C-labeled internal standard. Chromatographic separations were performed on an Agilent 1290 Infinity II LC System (Agilent Technologies) equipped with an Acquity UPLC BEH Amide column (2.1 × 30 mm, particle size 1.8 µm, Waters) for acidic conditions and an iHilic-Fusion (P) HPLC column (2.1 × 50 mm, particle size 5 µm, Hilicon) for basic conditions. We were applying the following binary gradients at a flow rate of 400 µl min^−1^: acidic condition) 0–1.3 min: isocratic 10% A (water/formic acid, 99.9/0.1 (v/v), 10 mM ammonium formate), 90% B (acetonitrile/formic acid, 99.9/0.1 (v/v)); 1.3–1.5 min linear from 90 to 40% B; 1.5–1.7 min linear from 40 to 90% B, 1.7–2 min isocratic 90% B. Basic condition) 0–1.3 min: isocratic 10% A (water/formic acid, 99.8/0.2 (v/v), 10 mM ammonium carbonate), 90% B (acetonitrile); 1.3–1.5 min linear from 90 to 40% B; 1.5–1.7 min linear from 40 to 90% B, 1.7–2 min isocratic 90% B. The injection volume was 3.0 µl (full loop injection).

Eluting compounds were detected using an Agilent 6495 triple quadrupole mass spectrometer (Agilent Technologies) equipped with an Agilent Jet Stream electrospray ion source in positive and negative ion mode. Source gas temperature was set to 200 °C, with 14 L min^−1^ drying gas and a nebulizer pressure of 24 psi. Sheath gas temperature was set to 300 °C and flow to 11 L min^−1^. Electrospray nozzle and capillary voltages were set to 500 and 2500 V, respectively. Metabolites were identified by multiple reaction monitoring (MRM), and MRM parameters were optimized and validated with authentic standards^44^. Metabolites were measured in ^12^C− and ^13^C isoforms, and data were analyzed with published Matlab code^44^. Metabolites were sampled four times at the first time point t_0_; and two samples were collected at the remaining time points (see also reporting standards in Supplementary Data 10). Metabolomics metadata is accessible under the MetaboLights accession number MTBLS1044.

### Transcriptomics

For transcriptomics 0.5 mL culture was transferred into reaction tubes and centrifuged at 11.000 × *g* for 2 min, and the pellet was frozen in liquid nitrogen. The total RNA of the cells was isolated using the Total RNA Isolation Mini Kit (Agilent, Santa Clara, CA). The integrity of the RNA was measured using the BioAnalyzer Pico-Kit (Agilent, Santa Clara, CA). RNA-sequencing was performed by the Max Planck-Genome-Centre Cologne, Germany (https://mpgc.mpipz.mpg.de/home/). The sequencing reads were analyzed and mapped using the CLC Software (QIAGEN, Venlo, NL). For normalization, gene expression was calculated as transcripts per kilobase million (TPMs). RNA was sampled four times at the first time point t_0_; and two samples were collected at the remaining time points. For the time points t_13_, t_15_, t_19_ and t_24_ one of the two replicates was excluded due to low quality of the sampled RNA. Transcriptomics metadata is accessible under the GEO number GSE131992.

### Network component analysis (NCA)

NCA was performed by iteratively optimizing connectivity strength and TF-activity by using the connectivity matrix of the transcription regulation network and the measured gene expression. The optimization is a least square optimization between the gene expression and the product of connectivity and TF-activity:

1 $$\min _{A,P}\left\| {E - AP} \right\|^2$$

Where *E* is the log_10_ transformed gene expression data (in TPMs) (Supplementary Data 9), *A* the connectivity matrix of the transcription regulation network (matrix with regulator-gene interactions Supplementary Data 8) and *P* the TF-activity^19^. To generate the connectivity matrix, a matrix of transcription regulator—gene interactions was generated by combining the matrixes of TF— gene interactions and sigma factor—gene interactions of RegulonDB^18^. Additional regulation that was added was the (p)ppGpp regulon and transcriptional attenuation, as described in the EcoCyc database^25^. To account for basal expression of every gene by the RNA polymerase we added a global regulator, which was connected to all genes in the connectivity matrix. Randomized starting points were used for each calculation cycle of the algorithm. A calculation cycle was aborted if the summed squared 2-norm of the residuals did not change by more than 1%.

### Correlations between metabolites and TF activities

Metabolite concentrations and TF activities were first correlated linearly. In case of a positive linear correlation, we used activating Hill kinetics as the basis for a non-linear fit. In case of a negative linear correlation we used inhibition kinetics:

2 $$Activation\;kinetics:y = y_{{\mathrm{max}}} \ast \frac{{x^{\mathrm{h}}}}{{x^{\mathrm{h}} + K_{\mathrm{H}}^{\mathrm{h}}}}$$

3 $$Inhibition\;kinetics:y = y_{{\mathrm{max}}} \ast \frac{{K_{\mathrm{H}}^{\mathrm{h}}}}{{x^{\mathrm{h}} + K_{\mathrm{H}}^{\mathrm{h}}}}$$

Where *y* is the TF activity, and *x* the metabolite concentration. *K*_H_ is the activation constant, *h* the Hill coefficient and *y*_max_ is the maximal TF activity, which was assumed to be constant over time. Parameters of the Hill equations (*K*_H_ and *h*) were estimated in total 50 times per metabolite–TF pair. The Hill coefficient *h* was constrained to an upper value of 10. For each pair of metabolite and TF, we tested if a negative time-shift of the TF activity by one time point would improve the parameter estimation. This accounts for the fact that TF activities are derived from gene expression data, which could potentially succeed changes of metabolite levels (Supplementary Fig. 10). The correlation coefficient R^2^ was calculated between the measured TF activity and the transformed metabolite levels using the estimated Hill parameters.

### Distances of metabolite–TF interactions

First, we remove all cofactors, as well as periplasmatic and extracellular metabolites from the stoichiometric matrix of the iJO1366 metabolic genome-scale model of *E. coli*. Next, we create a metabolite-gene adjacency matrix, F, by calculating the inner product of the modified stoichiometric matrix, N, and the reaction-gene matrix, G. We finish by computing the Boolean of F, F’. Next, we transform F’ it into an undirected, bipartite graph, nodes denoting metabolites and genes, respectively. For this graph, we calculate a distance matrix, D, containing all pairwise distances between metabolites and genes in F. For known metabolite–TF interactions, we look for the distances between the regulating metabolite and each of the target genes of the TF and take the smallest distance. In case a regulating metabolite is not part of the iJO1366, we omit the distance calculation^45^.

The distance criterion for correlating metabolite–TF pairs (Fig. 4b) was also based on the genome-scale model iJO1366^29^. Pairs of metabolites and TFs were only considered if at least one of the two criteria was fulfilled. Criteria 1: the metabolite is a product or a substrate of an enzyme that is encoded by a target-gene of the TF. Criteria 2: the metabolite is listed in the same metabolic subsystem as an enzyme that is encoded by a target-gene of the TF. Subsystems of TFs were defined as the metabolic pathways controlled by the TF in the genome scale model. Subsystems of metabolites were defined according to the Supplementary Data 1.

### Protein overexpression and purification

TFs were purified from the *E. coli* ASKA strains^46^. Cells were grown in 200 mL TB medium containing 30 µg × mL^−1^ chloramphenicol at 37 °C. When cells reached OD 0.6 we added 0.5 mM IPTG. Cells were incubated at 37 °C for 3 h more and harvested by centrifugation. Proteins were purified from the pellets using Protino™ Ni-TED-IDA 1000 Kit (Macherey-Nagel, Düren Germany). Protein purity was confirmed by SDS-PAGE and concentrations were determined by the Pierce protein BCA Assay (Thermo Fischer Scientific, Waltham, MA).

### Quantitation of interactions by microscale thermophoresis

Microscale Thermophoresis (MST)^47^ was performed on a Monolith NT.115 (Nano Temper Technologies GmbH, Munich, Germany) at 21 °C (red LED power was set to 75% and infrared laser power to 80%). 50 nM of the respective protein was labeled with the dye Monolith His-Tag Labeling Kit RED-tris-NTA 2nd Generation (MO-L018) supplied by NanoTemper Technologies. Labeled proteins were titrated as indicated with the respective metabolite in buffer T (50 mM NaH_2_PO_4_, 500 mM NaCl, and pH 5.7). At least nine independent MST experiments (three technical replicates of three biological replicates) were performed at 680 nm and processed by Nano Temper Analysis package 1.2.009 and Origin8 (OriginLab, Northampton, MA).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting summary

Source Data

## Data Availability

Matlab code to perform Network Component Analysis and Kinetic correlations can be accessed from the GitHub repository via https://github.com/nfarke/Lempp_Metabolite_TF_interaction_Ecoli.

## References

[1] Buescher JM (2012). Global network reorganization during dynamic adaptations of Bacillus subtilis metabolism. Science.

[2] Kresnowati M T A P, van Winden W A, Almering M J H, ten Pierick A, Ras C, Knijnenburg T A, Daran‐Lapujade P, Pronk J T, Heijnen J J, Daran J M (2006). When transcriptome meets metabolome: fast cellular responses of yeast to sudden relief of glucose limitation. Molecular Systems Biology.

[3] Bradley, P. H., Brauer, M. J., Rabinowitz, J. D. & Troyanskaya, O. G. Coordinated Concentration Changes of Transcripts and Metabolites in Saccharomyces cerevisiae. *PLOS Comput. Biol.***5**, e1000270 (2009).10.1371/journal.pcbi.1000270PMC261447319180179

[4] Redestig H, Costa IG (2011). Detection and interpretation of metabolite–transcript coresponses using combined profiling data. Bioinformatics.

[5] Chubukov V, Gerosa L, Kochanowski K, Sauer U (2014). Coordination of microbial metabolism. Nat. Rev. Microbiol..

[6] Browning DF, Busby SJW (2016). Local and global regulation of transcription initiation in bacteria. Nat. Rev. Microbiol..

[7] Donati Stefano, Sander Timur, Link Hannes (2017). Crosstalk between transcription and metabolism: how much enzyme is enough for a cell?. Wiley Interdisciplinary Reviews: Systems Biology and Medicine.

[8] Jozefczuk S (2010). Metabolomic and transcriptomic stress response of *Escherichia coli*. Mol. Syst. Biol..

[9] Geiger R (2016). L-Arginine modulates T cell metabolism and enhances survival and anti-tumor activity. Cell.

[10] Cho B-K, Federowicz S, Park Y-S, Zengler K, Palsson BØ (2012). Deciphering the transcriptional regulatory logic of amino acid metabolism. Nat. Chem. Biol..

[11] Razo-Mejia M (2018). Tuning transcriptional regulation through signaling: a predictive theory of allosteric induction. Cell Syst..

[12] Rinschen MM, Ivanisevic J, Giera M, Siuzdak G (2019). Identification of bioactive metabolites using activity metabolomics. Nat. Rev. Mol. Cell Biol..

[13] Yugi K, Kuroda S (2017). Metabolism-centric trans-omics. Cell Syst..

[14] Folly BB (2018). Assessment of the interaction between the flux-signaling metabolite fructose-1,6-bisphosphate and the bacterial transcription factors CggR and Cra. Mol. Microbiol..

[15] Piazza I (2018). A map of protein-metabolite interactions reveals principles of chemical communication. Cell.

[16] Kochanowski K (2017). Few regulatory metabolites coordinate expression of central metabolic genes in Escherichia coli. Mol. Syst. Biol..

[17] Link H, Fuhrer T, Gerosa L, Zamboni N, Sauer U (2015). Real-time metabolome profiling of the metabolic switch between starvation and growth. Nat. methods.

[18] Gama-Castro S (2016). RegulonDB version 9.0: high-level integration of gene regulation, coexpression, motif clustering and beyond. Nucleic Acids Res..

[19] Liao JC (2003). Network component analysis: reconstruction of regulatory signals in biological systems. Proc. Natl Acad. Sci. USA.

[20] Kao KC (2004). Transcriptome-based determination of multiple transcription regulator activities in by using network component analysis *Escherichia coli*. Proc. Natl Acad. Sci. USA.

[21] Sharma UK, Chatterji D (2010). Transcriptional switching in *Escherichia coli* during stress and starvation by modulation of sigma activity. FEMS Microbiol. Rev..

[22] Kolb A, Busby S, Buc H, Garges S, Adhya S (1993). Transcriptional regulation by cAMP and its receptor protein. Annu. Rev. Biochem..

[23] Małecki Jĳ, Polit A, Wasylewski Z (2000). Kinetic Studies of cAMP-induced allosteric changes in cyclic amp receptor protein from *Escherichia coli*. J. Biol. Chem..

[24] Arvidson DN, Bruce C, Gunsalus RP (1986). Interaction of the *Escherichia coli* trp aporepressor with its ligand, L-tryptophan. J. Biol. Chem..

[25] Keseler IM (2017). The EcoCyc database: reflecting new knowledge about *Escherichia coli* K-12. Nucleic Acids Res..

[26] Shen Q (2016). ASD v3.0: unraveling allosteric regulation with structural mechanisms and biological networks. Nucleic Acids Res..

[27] Hackett, S. R. et al. Systems-level analysis of mechanisms regulating yeast metabolic flux. *Science***354**, pii: aaf2786 (2016).10.1126/science.aaf2786PMC541404927789812

[28] Ortmayr K, Dubuis S, Zampieri M (2019). Metabolic profiling of cancer cells reveals genome-wide crosstalk between transcriptional regulators and metabolism. Nat. Commun..

[29] Orth, J. D. et al. A comprehensive genome‐scale reconstruction of *Escherichia coli* metabolism—2011. *Mol. Syst. Biol.***7**, 535 (2011).10.1038/msb.2011.65PMC326170321988831

[30] Pathania A, Sardesai AA (2015). Distinct paths for basic amino acid export in *Escherichia coli*: YbjE (LysO) mediates export of L-lysine. J. Bacteriol..

[31] Peterkofsky B, Gilvarg C (1961). N-Succinyl-l-diaminopimelic-glutamic transaminase. J. Biol. Chem..

[32] Sander T (2019). Allosteric feedback inhibition enables robust amino acid biosynthesis in e. coli by enforcing enzyme overabundance. Cell Syst..

[33] Seo SW, Kim D, Szubin R, Palsson BO (2015). Genome-wide reconstruction of OxyR and SoxRS transcriptional regulatory networks under oxidative stress in *Escherichia coli* K-12 MG1655. Cell Rep..

[34] Vanderpool CK, Gottesman S (2007). The novel transcription factor SgrR coordinates the response to glucose-phosphate stress. J. Bacteriol..

[35] Kim SH, Schneider BL, Reitzer L (2010). Genetics and regulation of the major enzymes of alanine synthesis in *Escherichia coli*. J. Bacteriol..

[36] Flamholz A, Noor E, Bar-Even A, Liebermeister W, Milo R (2013). Glycolytic strategy as a tradeoff between energy yield and protein cost. Proc. Natl Acad. Sci. USA.

[37] Bächler C, Schneider P, Bähler P, Lustig A, Erni B (2005). Escherichia coli dihydroxyacetone kinase controls gene expression by binding to transcription factor DhaR. EMBO J..

[38] Fang X (2017). Global transcriptional regulatory network for Escherichia coli robustly connects gene expression to transcription factor activities. Proc. Natl Acad. Sci. USA.

[39] Noor Elad, Cherkaoui Sarah, Sauer Uwe (2019). Biological insights through omics data integration. Current Opinion in Systems Biology.

[40] Campbell K, Vowinckel J, Keller MA, Ralser M (2016). Methionine metabolism alters oxidative stress resistance via the pentose phosphate pathway. Antioxid. Redox Signal..

[41] Campos AI, Zampieri M (2019). Metabolomics-driven exploration of the chemical drug space to predict combination antimicrobial therapies. Mol. Cell.

[42] Gupta A, Brockman Reizman IM, Reisch CR, Prather KLJ (2017). Dynamic regulation of metabolic flux in engineered bacteria using a pathway-independent quorum-sensing circuit. Nat. Biotechnol..

[43] Burg JM (2016). Large-scale bioprocess competitiveness: the potential of dynamic metabolic control in two-stage fermentations. Curr. Opin. Chem. Eng..

[44] Guder JC, Schramm T, Sander T, Link H (2017). Time-optimized isotope ratio LC–MS/MS for high-throughput quantification of primary metabolites. Anal. Chem..

[45] Reznik E (2017). Genome-scale architecture of small molecule regulatory networks and the fundamental trade-off between regulation and enzymatic activity. Cell Rep..

[46] Kitagawa M (2005). Complete set of ORF clones of *Escherichia coli* ASKA library (a complete set of *E. coli* K-12 ORF archive): unique resources for biological research. DNA Res..

[47] Jerabek-Willemsen M, Wienken CJ, Braun D, Baaske P, Duhr S (2011). Molecular interaction studies using microscale thermophoresis. Assay. Drug Dev. Technol..

How the deposited data were processed for this re-analysis (not part of the article)

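RNA sequencing of a single culture of *E. coli* BW25113 was analysed, sampled at 29 time points (t0 to t28) before carbon starvation, during 12 h of it, and after glucose was added again. The 55 samples were 4 at t0, 35 from 19 time points of the starvation phase and 16 from 9 time points of the exit phase. The time points t13, t15, t19 and t24 had 1 sample each, since the paper excluded the other for low quality of the RNA, and t20 had 1 sample because the other was not analysed here. The authors isolated total RNA, depleted ribosomal RNA, prepared directional libraries and mapped the reads with the CLC software, whose version is not given in the sources used here. The authors deposited for each sample and each gene the total gene reads and unique gene reads, which are raw counts, the RPKM (reads per kilobase and library size) and the TPM (transcripts per kilobase, scaled per sample), with start, end and strand on the chromosome of *E. coli* MG1655. The deposited TPM equal the total gene reads per base of gene length, scaled to the same sum in each sample. The deposited table of t0 replicate 1 holds 56 gene tables one after another. The first of these, whose TPM match the paper's column for this sample, was used, and the other 55 were not. By their number, 54 would belong to the other samples and 1 to a sample that is not in the sample list. The contents of these 55 tables were not compared with the other samples. The label of the only t24 sample gives replicate 1, whereas its title and the paper's table give replicate 2. For 48 samples the paper's table of TPM was at hand for 1017 genes, and each sample was closest to its own column in that table. The paper's text gives no rule for its number of transcripts. Among the 1017 genes none had 0 reads in more than 47 samples, and the genes of the same alphabetical range that the table leaves out had 0 reads in at least 48. This limit gave the 4248 genes used for clustering.

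Of 4488 genes matched by identifier to the reference annotation of MG1655, 98.2% had the same start. Between 3999678 and 6658566 reads per sample were counted on genes, of which between 96.6% and 99.1% were unique. At this depth a gene with 0 reads in a window was given a limit of 3 reads over the window, and *purE*, *hokD* and *srlA*, with 3, 21 and 7 reads in a window, a ratio with a 95% interval from an exact binomial test of the summed reads. Reads are not independent molecules, so both cover counting error only. All samples are draws from 1 culture, so the tests speak for this culture. The sample descriptions name 1 sequencing run, apart from t8 replicate 1, whose description names none, and no batches were given.

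Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with time point as the group, which left 4074 genes. TMM factors ran from 1.277 to 1.366 at t0, from 0.732 to 1.039 in the starvation phase and from 1.037 to 1.408 in the exit phase. A single quasi-likelihood fit had a coefficient for each time point, with 26 residual degrees of freedom and a common dispersion of 0.0152. Contrasts of window means and F tests over time points were adjusted by the Benjamini-Hochberg method over all tested genes and called at an adjusted p under 0.05. Log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1, over 8 lists and 4 comparisons in one adjustment. The lists, written before the data were examined, were glycogen degradation, RNA degradation, protein degradation, σ S-dependent, CRP-activated, TrpR-repressed and ArgR-repressed genes, and ribosomal protein genes. Small groups of target genes of SoxR, SgrR, DhaR, NadR and ExuR, of glycogen and alanine synthesis, of lysine-related ArgR targets, of the regulators themselves and of genes deleted in this strain were described without a list test. Values per sample were compared with exact permutation tests in scipy 1.17.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for clustering, summaries and figures.

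The genes named in the text follow a rule set before the data were examined: every gene the paper names or that encodes a regulator it names, every gene of the lists, and the 5 genes with the largest rise and the 5 with the largest fall in late starvation against t0 and in early exit against late starvation, among called genes with a mean of at least 50 counts per sample and no overlap between the windows. The values of *thrA*, *thrB*, *thrC* and *aaaD* in the paper's tables had been seen before the rule was written. The genes *ssrA*, *rnpB*, *ssrS*, *ffs*, *malF*, *malG*, *malS*, *malX*, *malY*, *malI* and *malT* fall outside it. Of these, *ssrA* and *rnpB* were singled out after their values were seen, and the others were chosen to test explanations.

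The alternatives were size factors by the RLE method, library size alone, library size without the 10 most abundant genes, no filter on low counts, DESeq2 1.42.0, unique gene reads, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), the replicate number as a covariate, ribosomal and transfer RNA genes left out, a fold change of at least 2, an adjusted p under 0.01, other linkages, distances and units for the clustering, other tolerances for settling, fry and an estimated correlation for the lists, and each sample of a time point with 2 or more samples left out in turn. Leaving out *ssrA* and *rnpB* before scaling, settling on log2(TPM + 1), and the mean of t17 to t19 or of t17 and t18 in place of t19 as the reference of the exit phase were added after the data were examined. The fit was tested on counts simulated from the mean levels at t0, the fitted dispersions and the library sizes, with known genes changed. Genes changed in late starvation, from 4 to 6 h and at any time point of starvation were recovered in 94.4%, 90.7% and 83.9% of cases, with 4.6%, 5.4% and 1.2% of the calls false. Most simulated genes were left unchanged, unlike the real genes, so these rates do not cover an error of the normalization. A list raised in simulated data was called, and 0 of the unchanged lists were, but genes were simulated independently of each other. Random splits of the real samples called a median of 4 or 5 of 8 lists in the 4 comparisons. These splits can keep part of the real difference between the groups. Whether the simulation understates false calls of lists is therefore open.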

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

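The tests of the median TPM without *ssrA* and *rnpB*, of the maltose genes with these RNAs left out, of the *rnpB* reads of t0 replicate 4 and of the time point nearest to it were chosen only after the result was seen.

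In late starvation *ssrA* held 23.2% and *rnpB* 6.98% of the gene reads, in genes the paper does not discuss, against 4.29% and 3.63% at t0, where the value of *rnpB* was raised by replicate 4. Depth argues against shallower libraries as the source: over the 35 starvation samples the reads per sample and the share of *ssrA* had a Spearman correlation of 0.03 (permutation test, two-sided p = 0.882) and a Pearson correlation of 0.03 (permutation test, two-sided p = 0.877), which was 0.09 without the 2 samples farthest from the median depth. These were the 2 relations computed in this family. A loss of messenger RNA while stable RNA is kept remains open. It needs other structural RNAs to rise as well. The 6S RNA gene *ssrS* went from 0.041% to 0.293% of the reads, and the log2 changes of *ssrA* and *rnpB* were 3.12 and 1.61 (for *rnpB* 2.23 without t0 replicate 4 and 0.68 by limma-trend on log2(TPM + 1)), whereas *ffs* (4.5S RNA) changed by -0.12 with between 0 and 14 reads per sample, too few to decide. It cannot be told apart from a rise of these RNAs themselves, since no RNA of known amount was added. Starvation itself is the biological difference of the design and stays open with it.

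The share of these RNAs is a candidate explanation of the fall of the median TPM. With *ssrA* and *rnpB* left out before TPM were computed, the median log2 change in late starvation was -0.40, against -0.92 with them, so that 43.3% of the fall was left. That the fall becomes smaller follows from leaving out RNAs whose share rose, and only the size of the move is a finding.

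At t0, replicate 4 lay far from the other 3 samples. It had 7.50% of its reads on *rnpB*, where the nearest sample had 2.44%, and 26.3% of its TPM on *ssrA* and *rnpB*, where the nearest had 14.6%. Its CPM was 55467 for *rnpB* (nearest 18290), 95.6 for *nadA* (nearest 167.6), 41.6 for *rbsD* (nearest 51.9) and 334.6 for *tyrA* (nearest 257.2), and the mean log2 CPM of the σ S-dependent genes was 7.03 (nearest 7.44). Over 2971 genes, 312 had a t0 sample that lay apart by Dixon's test, which was replicate 4 for 268 of them and replicates 1, 2 and 3 for 12, 24 and 8. Replicate 4 had 365007 *rnpB* reads against at most 148490 in the others, a ratio of 2.46. It had fewer gene reads in all, 4864376 against at least 5644007, and fewer reads cannot by themselves raise the count of a gene. These *rnpB* reads follow from the share and the depth of the sample, so they are no separate test of a difference in depth. Supplementary Data 3 lists 2 sampling times for t0 without saying which samples belong to which. Samples taken in pairs would leave replicate 4 close to one of the others, but its smallest distance to them was 0.445 (root mean square log2 difference), and the largest distance among the others was 0.255. Replicate 4 taken alone at a different time remains possible. A mislabelled sample of another time point is argued against by its distance of 0.434 to the mean of the other t0 samples, which was its nearest time point, and of 0.655 to t28, the next. The handling of this RNA sample and a difference in the culture were not tested.

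Other samples stood apart in single measures. These were the gene reads of t28 replicate 1 (5084831, nearest 5774352), the share of reads on *ssrA* of t14 replicate 1 (17.4%, nearest 21.5%), and the mean log2 CPM of the ExuR-repressed genes in t22 replicate 1 (4.35), of the glycogen degradation genes in t20 replicate 1 (5.62), of the protein degradation genes in t26 replicate 2 (8.37) and of the ribosomal protein genes in t14 replicate 1 (5.81). The CPM of *hokD* at t0 was 1.249 in replicate 2 and 0 in the nearest sample. Windows hold several time points, so a sample apart in one of them can follow the time course. In all, 151 groups of samples were compared and 14 had a sample apart, where chance alone gives 7.5. At t0, 8 of 86 groups had one, and in 7 of these it was replicate 4. No explanation of the samples other than t0 replicate 4 was tested.

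Of 136 genes of the lists, 6 were above t0 in every sample of early starvation and below it in every sample from 4 to 6 h, and 5 of these serve maltose uptake and use. The log2 changes in early starvation and from 4 to 6 h were 7.04 and -1.63 for *lamB*, 5.40 and -4.59 for *malE*, 5.35 and -4.54 for *malK*, 1.80 and -2.13 for *malP* and 1.67 and -1.45 for *malQ* (largest adjusted p = 8.14e-12 from edgeR's quasi-likelihood test). Over all tested genes 32 went both ways in this manner. The 2 changes were tested against t0 and the difference between them was not tested. With *ssrA* and *rnpB* left out, the median change of all genes was -0.39 in early starvation and -0.33 from 4 to 6 h. With TMM it was -0.03 and -0.06. These moves are smaller in size than the smallest changes of the 5 genes, 1.67 and -1.45 for *malQ*. That 5 of 5 still went both ways was thus fixed beforehand and is no test. The sizes alone argue against the share of reads on these RNAs as the source. Whether MalT activation is gained and then lost stays open. Of *malF*, *malG* and *malS*, which MalT activates, 1 of 3 went both ways, but a loss of activation needs a fall and not a level below t0, so this test decides nothing. The log2 changes in early starvation and from 4 to 6 h were 5.52 and -1.07 for *malF*, 6.06 and -0.08 for *malG*, 2.44 and 0.73 for *malS* and 3.22 and 1.00 for *malT*. They were also lower in the later window for *malX* (0.99 and -0.33) and *malY* (-0.21 and -1.48), which MalT does not control. That the genes respond to starvation by another route is untested.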

How the results depend on the processing

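The settings in which *ssrA* and *rnpB* were left out, settling on log2(TPM + 1), and the other references of the exit phase were chosen only after the result was seen, and all other alternatives were set before. Of 120 changes of single genes named in the text or kept for it, 102 had the same direction and the same side of the threshold under every alternative run for single genes, 9 reversed under at least one, 13 lost their call under at least one and 3 gained one. A fold change of at least 2 and an adjusted p under 0.01 were not run for single genes, and with the former any change under 1 on the log2 scale would lose its call. The 89 target genes gave 399 calls in 5 comparisons, of which at least 391 were made in the same direction and 0 in the opposite one when each of 50 samples was left out in turn. With library size alone 364 kept their direction, 6 were opposite and 29 were not called, and by limma-trend on log2(TPM + 1) these numbers were 346, 15 and 38.

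The average error was 11.2% with the median in place of the mean and 10.9% for a mean of at least 10 TPM, and the cause was not tested. The share of genes that took over 1 h to settle was 19.9% with a tolerance of 2-fold and 80.1% with the narrower one, as a wider range is reached earlier. With TMM-normalized CPM in place of TPM the largest cluster held 52.0% of the genes and its direction reversed. Without *malP*, *malQ* and *malZ* the distance between glycogen and protein degradation genes reversed to -0.02.

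The share of genes that did not change in either phase was 10.6% (460 genes) with no filter on low counts, 8.96% (365 genes) with a fold change of at least 2, 8.05% (328 genes) with an adjusted p under 0.01 and 3.24% (132 genes) by limma-trend on log2(TPM + 1). The first 3 of these follow from their construction, and for the last the cause was not tested. Leaving out 1 sample at a time gave 4.59% to 5.57%, but the single sample of t19, the reference of the exit phase, was never left out. With the mean of t17 to t19 as the reference the share was 4.22% (172 genes) and with that of t17 and t18 4.17% (170 genes), and the share of genes that took over 1 h to settle was 46.8% and 47.0%.

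With a fold change of at least 2, 29 genes were higher from 4 to 6 h and lower again in late starvation, and at t28 127 genes were above and 82 below t0. With an adjusted p under 0.01, 393 genes were below t0 at t28. With the mean of t26 to t28 in place of t28, 781 genes were above and 1021 below t0. Leaving out 1 sample at a time gave 254 to 451 genes above t0 and 332 to 636 below, with the lowest numbers without t28 replicate 2 (254 above, 339 below) and without t28 replicate 1 (332 below), where fewer samples were left.

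By limma-trend on log2(TPM + 1) and log2(TPM + 0.1), the numbers of genes that rose were lower: 892 and 881 were higher in late starvation, 836 and 825 of which also fell in late exit, 927 and 914 were higher from 4 to 6 h, 275 and 255 of which fell again, and 1066 and 1065 were lower in early exit. With log2(TPM + 0.1), 1083 genes were higher in early starvation and 273 were above t0 at t28. The same settings reversed *cyaA* in late starvation (-0.20 and -0.20), *alaC* in late (-0.87 and -0.88) and early starvation (-0.53 and -0.54), *glgP* (-0.39 and -0.39), *glgX* (-0.27 and -0.27) and *argR* (-0.26 and -0.27) from 4 to 6 h, and *trpE* (-0.25 and -0.25), *argE* (-0.32 and -0.32) and *glgB* (-0.14 and -0.14) in early starvation. Library size alone reversed *alaC* in late (-0.39) and early starvation (-0.36), *trpE* (-0.08) and *argE* (-0.16). Library size without the 10 most abundant genes reversed *alaC* (-0.01 late, -0.22 early) and *argE* (-0.02), and leaving out *ssrA* and *rnpB* reversed *alaC* in early starvation (-0.21). All of these scales move the median of all genes down in starvation, with a median change in late starvation of -0.70 for library size alone, -0.32 without the 10 most abundant genes, -0.28 without *ssrA* and *rnpB*, -0.92 for log2(TPM + 1) and -1.14 for log2(TPM + 0.1), against -0.06 with TMM. Under the setting without *ssrA* and *rnpB*, 1884 genes were lower and 1455 higher in late starvation.

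Of the list tests, 29 passed with fry and 6 with an estimated correlation, against 19 with the preset one. The cause was not tested. Leaving out 1 t0 sample at a time gave 19 to 21.

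With the replicate number as a covariate (replicate block), 5.74% of the genes did not change in either phase, 78.1% were back at t28, 1551 were lower in late starvation and higher in late exit, 1595 were higher from 4 to 6 h and 19 list tests passed. The replicate numbers did not pair the samples: over 253 pairs of time points, the deviations of replicate 1 from replicate 2 across genes had a median correlation of 0.04 (from -0.53 to 0.63). Depth limits the genes with few reads. Between 0 and 14 reads were counted on *ffs*, and 263 genes with reads were not tested.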

Differences from the paper's values

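The paper's share of transcripts that did not change significantly in either phase is 17%, and the share found here was 5.08%. The paper's text does not name the test. Under each of the 62 alternatives set in advance the values still differed by more than 1.5 times, and the closest was 10.6% with no filter on low counts. None of the alternatives brought the value within that range.

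The other values of the paper that were also computed here differed by less. The paper's average error of 16% stands beside 20.2%, and a mean of at least 1 TPM gave 15.4% and at least 10 TPM 10.9%. The paper's 68% in the largest cluster stands beside 66.8%, and the alternatives ran from 52.0% with TMM-normalized CPM to 71.2% with log2(TPM + 1). The paper's 78% of transcripts back at their level stands beside 74.8%, and the alternatives ran from 55.8% with the mean of t26 to t28 to 94.9% with a fold change of at least 2. Of these, the replicate number as a covariate gave 78.1% and a range of 1.5-fold around t0 gave 78.9%.

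The paper states that the largest group of transcripts fell in starvation and rose in the exit phase. The clustering of TPM gave this direction with 66.8% of the genes. With TMM-normalized CPM the largest of 4 clusters ran the other way, and 47.4% of the genes were in clusters that fell and then rose. In the other 9 settings of the clustering, the first choice included, the largest cluster fell in starvation, with 53.6% to 71.2% of the genes. All 9 used TPM, so they do not test the direction on another scale. One of these, TPM with *ssrA* and *rnpB* left out (56.1%), was chosen after seeing the values. By tested calls, 1581 genes fell and then rose and 1509 rose and then fell with TMM, 1951 and 1108 with library size alone, 2326 and 836 by limma-trend on log2(TPM + 1), and 1664 and 1381 with *ssrA* and *rnpB* left out. The larger number is in the paper's direction in each.

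The paper cites the expression of genes of RNA, protein and glycogen degradation for the early phase of starvation, without naming its time points, and the window used here (t1 to t5, 0.07 to 0.73 h) can be narrower. From 4 to 6 h 4 of 13 genes of RNA degradation were higher and 8 lower. In early starvation 3 of 13 genes of RNA degradation were higher and 8 lower. The list was not called (camera, adjusted p = 0.0522), but it was called lower with library size alone (camera, adjusted p = 0.0273) and without t0 replicate 1, 2 or 3 (camera, adjusted p = 0.0467, 0.0453 and 0.0414). Of the 22 protein degradation genes 13 were higher and 8 lower, and the list was not called (camera, adjusted p = 0.303), with a median log2 change of 0.44 that became -0.09 with library size alone. Of the 5 glycogen degradation genes 4 were higher and 0 lower (camera, adjusted p = 0.055), and the list was called higher without t0 replicate 2 (camera, adjusted p = 0.0468). With fry in place of camera all 3 lists were called, RNA degradation lower and the other two higher (adjusted p = 2.51e-22, 2.42e-08 for protein and 3.95e-16 for glycogen).

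The paper states that glycogen degradation genes were expressed before those of RNA and protein degradation. Among genes that rose by at least 1 on the log2 scale, the median time to 50% of the largest rise was 4 min for glycogen (4 of 5 genes) and 44 min for RNA degradation (3 of 13 genes). For these few genes this is the paper's order. The RNA degradation list as a whole did not rise, with a mean log2 CPM of 7.81 at t0 and 6.76 in early starvation. The median of 4 min for protein degradation genes is the first sample after the switch, as for glycogen, and decides no order. The last onset was at 9 min for glycogen and 74 min for protein degradation genes.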

Other observations

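The comparisons of neighbouring genes at t3, t19, t20, t21 and t22 were singled out only after the result was seen, among 9 time points computed. The test at t1 and the splits were set before.

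Other splits of the same samples into groups of the same sizes, 100 per comparison, were fitted to see whether chance can give as many calls. As many genes were called in 1 of 100 splits, which was the real one, for early, 4 to 6 h and late starvation against t0, for early exit and late exit against late starvation and for late exit against t0. The real split thus called more genes than every other split drawn in these 6 comparisons. The samples follow each other in 1 culture and are not exchangeable, and mixed splits can widen the spread within groups. These numbers therefore do not exclude chance. For late exit against t0 the margin was small, with 1150 genes in the real split and 1130 in the largest of the others. For the number of lists called by camera, chance was not excluded either. As many were called in 53 of 100 splits for early starvation and 50 for 4 to 6 h. For late starvation and early exit these numbers were 55 and 30. The splits mix samples of both groups and can keep part of their real difference, so these numbers decide neither way. The cause was not tested.

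If transcription stopped at promoters while polymerases already on the DNA finished, the first gene of an operon would fall before the next one in the first minutes of starvation. Over 855 pairs of neighbouring genes on the same strand with a gap of at most 50 bp, the downstream gene had the higher log2 change at t1 in 50.2% (exact binomial sign test, two-sided p = 0.945), and over 688 neighbours on opposite strands in 45.8%. The pairs thus showed no such pattern at t1, 4 min after the switch. A difference between neighbours that ended before this first sample would not be seen, so the test does not decide. At t3 the downstream gene was the lower one more often, with 43.4% higher (exact binomial sign test, two-sided p = 0.000125). The downstream gene was the higher one in 54.3% at t19, before glucose was added, in 53.6% at t20, in 55.8% at t22 (48.2% with replicate 1 and 58.5% with replicate 2) and in 60.0% of the same-strand pairs at t21 (exact binomial sign test, two-sided p = 5.45e-09, not adjusted for the 9 time points) and in 51.3% of the opposite-strand pairs. With replicate 1 alone the share at t21 was 60.0% and with replicate 2 alone 55.7%. The share at t19 rests on a single sample, and opposite-strand pairs there deviated to a similar degree, with 45.8% higher. Whether an excess was already present before glucose was added is thus open. The excess at t21 was not predicted and no explanation of it was tested. Pairs share operons and are not independent.

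Of 7 genes deleted in this strain, *araB*, *araA*, *rhaA* and *rhaB* had 0 reads in all samples, *rhaD* had at most 5 and *araD* at most 19. *lacZ* had between 6 and 56 reads per sample.

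The 11 regulator genes had a median log2 change of 0.37 in early starvation, with 6 higher and 3 lower, and of 0.93 in late starvation, with 7 higher and 4 lower. Of the lysine-related targets of ArgR, 2 were tested, and both were lower from 4 to 6 h into starvation with a median log2 change of -1.39.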
